# AF10 (*MLLT10*) prevents somatic cell reprogramming through regulation of DOT1L-mediated H3K79 methylation

**DOI:** 10.1186/s13072-021-00406-7

**Published:** 2021-07-02

**Authors:** Deniz Uğurlu-Çimen, Deniz Odluyurt, Kenan Sevinç, Nazlı Ezgi Özkan-Küçük, Burcu Özçimen, Deniz Demirtaş, Eray Enüstün, Can Aztekin, Martin Philpott, Udo Oppermann, Nurhan Özlü, Tamer T. Önder

**Keywords:** AF10, DOT1L, BioID, Reprogramming, iPSC, H3K79 methylation

## Abstract

**Background:**

The histone H3 lysine 79 (H3K79) methyltransferase DOT1L is a key chromatin-based barrier to somatic cell reprogramming. However, the mechanisms by which DOT1L safeguards cell identity and somatic-specific transcriptional programs remain unknown.

**Results:**

We employed a proteomic approach using proximity-based labeling to identify DOT1L-interacting proteins and investigated their effects on reprogramming. Among DOT1L interactors, suppression of AF10 (*MLLT10*) via RNA interference or CRISPR/Cas9, significantly increases reprogramming efficiency. In somatic cells and induced pluripotent stem cells (iPSCs) higher order H3K79 methylation is dependent on AF10 expression. In AF10 knock-out cells, re-expression wild-type AF10, but not a DOT1L binding-impaired mutant, rescues overall H3K79 methylation and reduces reprogramming efficiency. Transcriptomic analyses during reprogramming show that AF10 suppression results in downregulation of fibroblast-specific genes and accelerates the activation of pluripotency-associated genes.

**Conclusions:**

Our findings establish AF10 as a novel barrier to reprogramming by regulating H3K79 methylation and thereby sheds light on the mechanism by which cell identity is maintained in somatic cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-021-00406-7.

## Background

The low efficiency of transcription factor-based reprogramming points to the presence of multiple rate-limiting steps or barriers to cell fate changes [1]. We have previously identified the histone H3 Lysine 79 (H3K79) methyltransferase DOT1L as one of the key barriers to reprogramming of somatic cells to pluripotency [2]. DOTL1 inhibition can functionally replace KLF4 and c-MYC [2], increase reprogramming efficiency in a wide range of systems [3–6], facilitate the generation of chemically induced pluripotent stem cells (ciPSCs) from mouse somatic cells [7] and result in a permissive epigenome state which enables reprogramming by alternative transcription factors [8]. DOT1L is recruited to RNAPII-associated transcription-elongation machinery through a number of interacting proteins that include members of AEP (AF4 family/ENL family/P-TEFb), EAP (ENL-associated proteins), DotCom, and super-elongation protein complexes [9–12]. H3K79 methylation decorates actively transcribed gene bodies where it can act as an anti-silencing mark and prevent the recruitment of repressive chromatin modifiers [13–16]. In the context of reprogramming, DOT1L activity serves to maintain the expression of somatic-specific genes and prevents mesenchymal-to-epithelial transition (MET), an important step in the process [2]. However, the key interaction partners of DOT1L which play a role in safeguarding somatic cell identity remain unknown. In the present work, we addressed this question using a combination of proteomics and loss of function approaches and identified AF10 as a key DOT1L-interacting protein in maintaining cell identity.

## Results

### Identification of proximal interactors of DOT1L via BioID

To identify interaction partners of DOT1L in somatic cells, we generated a fusion protein linking a promiscuous biotin ligase (BirA*) with DOT1L (Fig. 1a) [17]. We also generated a BirA*-fusion with a catalytically dead DOT1L mutant (G163R/S164C/G165R) incapable of H3K79 methylation to assess if putative interactors could be dependent on catalytic activity of DOT1L (Fig. 1a) [18]. To test the functionality of these fusion proteins, constructs were transfected into control and DOT1L knock-out  HEK293T cells generated via CRISPR/Cas9. In the DOT1L knock-out background (guideRNA DOT1L-gDOT1L), H3K79 methylation was restored upon expression of wild-type, but not mutant DOT1L fusion protein, confirming that BirA*-fusion does not interfere with catalytic activity (Fig. 1b, Additional file 1: Fig. S1a). Biotinylated proteins were enriched with Streptavidin pulldown and analyzed in LC–MS/MS. Mass spectrometry analysis resulted in detection of DOT1L with the highest PSM (peptide spectrum matches) values (1% false discovery rate (FDR)) and high sequence coverage (30%) in fusion protein-expressing samples; whereas none was detected in control samples as expected. In wt-DOT1L fusion expressing samples, 11 proteins were identified (Fig. 1c). Among these were a number of previously characterized interactors such as AF10 (*MLLT10*), AF17, ENL as well six novel putative proximal-interactor proteins (TPR, KAISO, NUMA1, MRE11, NONO, SIN3B). Analysis of the identified hits with the Contaminant Repository for Affinity Purification (CRAPome) database showed that among putative DOT1L-interactors, AF10, SIN3B and KAISO is highly specific to BioID assay (Additional file 1: Figure S1b) [19]. In contrast, 106 proximal interactors were detected in mut-DOT1L expressing cells (Additional file 2: Table S1). This larger number of biotinylated proteins in mut-DOT1L samples may be due to a defect in chromatin localization of the mutant protein, a notion that needs further investigation. Among putative interactors of DOT1L, only three proteins (AF10, ENL and SIN3B) were specific to wt-DOT1L (Fig. 1c).

**Fig. 1:**
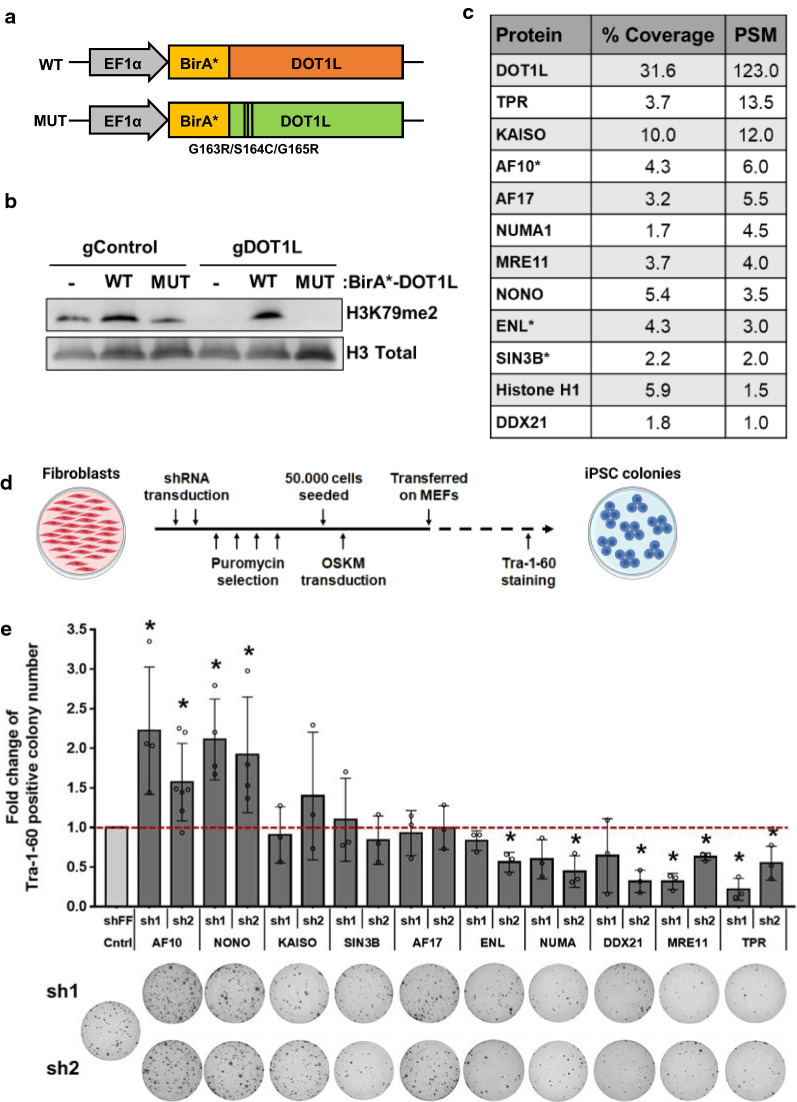
Identification of proximal interactors of DOT1L via BioID. **a** Schematic of BirA*-DOT1L fusion protein-expressing vector constructs. **b** H3K79 di-methylation (H3K79me2) levels in control (gControl) and DOT1L knock-out (gDOT1L) cells expressing either WT or MUT BirA*-DOT1L fusion constructs. Total histone H3 was used as a loading control. **c** Proximal-protein interactions of DOT1L as revealed via proteomic analyses of biotinylated proteins. Proteins were ordered according to their average coverage and PSM (peptide spectrum matches) values in BirA*-DOT1L wt expressing cells. Asterisk indicates proteins detected only in wt-DOT1L samples. **d** Schematic of shRNA-mediated somatic cell reprogramming timeline. **e** Bar graph represents fold change in reprogramming efficiency upon shRNA-mediated gene silencing. Tra-1-60 positive colony numbers of each experiment were normalized to shControl sample. Average of fold changes from independent experiments are indicated (circles). Representative Tra-1-60 stained well images for each shRNA-infected sample are displayed under the bar graph. Error bars represent SEM. *P < 0.05

We next asked whether any of the putative interactors of wt-DOT1L have an effect on the reprogramming of human fibroblast to iPSCs. For reprogramming experiments, human embryonic stem cell H1-derived fibroblasts (dH1f) were used [20]. In a loss of function approach, we knocked-down individual candidate genes by two independent shRNAs. The majority of shRNAs achieved at least 50% knock-down of their respective target gene (Additional file 1: Figure S1c). Reprogramming was initiated after shRNA transduction and the resulting iPSC colonies were identified via Tra-1-60 expression, a well-established marker of fully reprogrammed cells (Fig. 1d) [21]. We observed that knock-down of AF10 and NONO significantly increased the number of iPSC colonies, resulting in 1.5 to two fold greater reprogramming efficiency compared to control shRNA expression (Fig. 1e). On the other hand, knock-down of MRE11 and TPR decreased reprogramming significantly (Fig. 1e). We also tested the effect of suppressing AF9 in reprogramming. AF9 is a well-characterized DOT1L interactor, but was not identified as a hit in our MS analysis [22]. Inhibition of AF9 by two independent shRNAs had either no effect or led to a slight decrease in reprogramming efficiency (Additional file 1: Figure S1d, e).

### AF10 suppression enhances reprogramming

We were intrigued by the increased reprogramming efficiency upon AF10 and NONO knock-down and followed up on these two candidate genes. We next asked if these two proteins play a role in regulating cellular H3K79 methylation levels. Knock-down of *NONO* did not change total H3K79me2 levels (Additional file 1: Figure S1f). Considering that Nono has been shown to limit self-renewal of mESCs by regulating bivalent gene expression, reprogramming enhancement upon *NONO* knock-down may occur independent of H3K79 methylation [23]. In contrast, AF10 inhibition via shRNAs significantly decreased H3K79 methylation (Additional file 1: Figure S1f). To further confirm the role of AF10 in reprogramming, we pursued an independent strategy to inhibit AF10 using two independent single guide RNAs targeting splice site exon 2 (sgAF10-1) or exon 3 of *MLLT10* (sgAF10-2) [24] (Fig. 2a). CRISPR-targeted sites were verified via T7 endonuclease assay via cleavage of heteroduplex DNA fragments (Additional file 1: Figure S2a). In addition, sgAF10-expressing fibroblasts had lower *AF10* mRNA levels compared to sgControl-expressing cells (Additional file 1: Figure S2b). H3K79 methylation was decreased in both sgAF10 cell lines, albeit to a lesser degree than treatment with a small molecule inhibitor of DOT1L (iDOT1L, EPZ004777) (Fig. 2b, Additional file 1: Fig. S2c). sgAF10 expressing-fibroblasts generated up to twofold greater number of iPSC colonies compared to control cells (Fig. 2c). We next evaluated if iPSCs derived via AF10 suppression were bona fide pluripotent cells. AF10 and H3K79me2 levels were significantly reduced in the majority of sgAF10-derived iPSC single-cell clones tested (Fig. 2d, Additional file 1: Fig. S2d). sgAF10 iPSC colonies were positive for OCT4, SSEA4 and NANOG at the protein level, and, upon injection into immunodeficient mice, readily formed teratomas containing cells originating from all three germ layers (Fig. 2e, f). Teratoma formation latency was similar in control and AF10 inhibited lines and were comparable to DOT1L-inhibited iPSC clones we previously generated [2]. Overall, these experiments show that cells with AF10 inhibition can be fully reprogrammed into bona fide iPSCs.

**Fig. 2:**
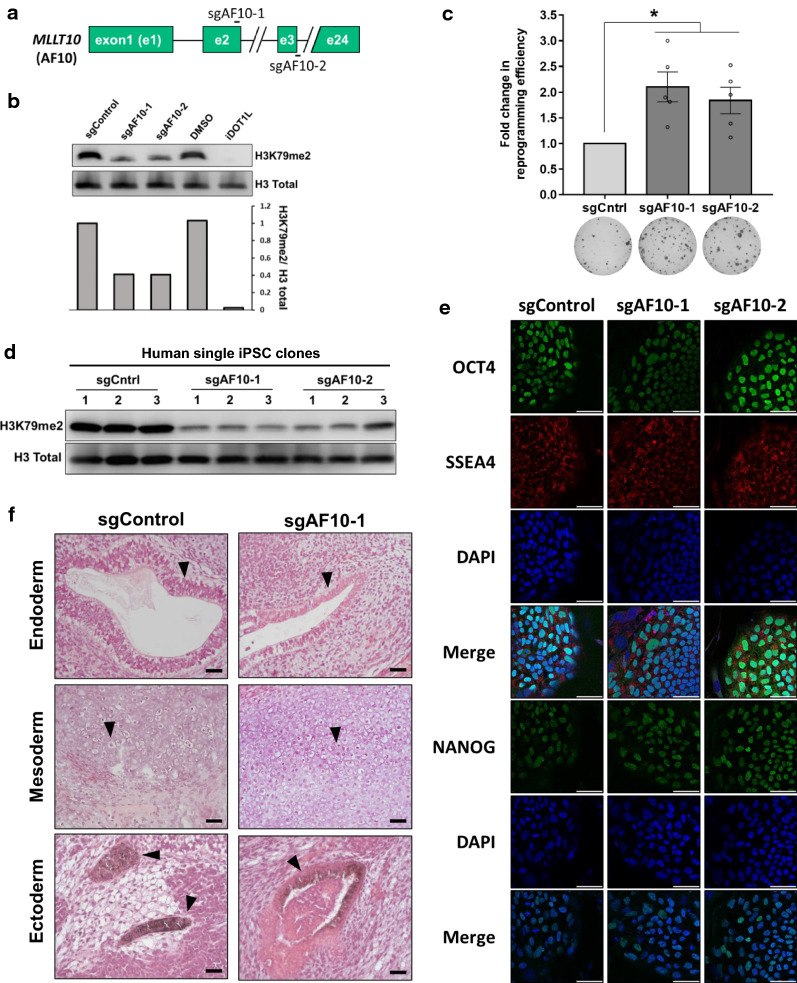
AF10 regulates H3K79 methylation and is a barrier to reprogramming. **a** Schematic for AF10 (*MLLT10)* gene indicating target sites for the AF10 sgRNAs. **b** H3K79me2 upon sgRNA-mediated AF10 knock-out. iDOT1L (EPZ004777) was used as a positive control of H3K79me2 depletion. Fibroblasts were treated with DMSO or 3 μM iDOT1L for 10 days. sgAF10 infected dH1fs were selected with puromycin and cultured for 1 week. Total H3 levels are used as loading control. Quantifications were normalized to sgControl sample. **c** Fold change in the number of Tra-1-60 positive colonies upon sgAF10 expression. *P* values were determined by one sample *t*-test; *P < 0.05. Bar graphs show the mean and error bars represent SEM in independent biological replicates (each circle). Representative Tra-1-60 stained wells are shown below the graph. *P* values were 0.009 for sgAF10-1 and 0.016 for sgAF10-2. **d** Immunoblot for H3K79me2 in single-cell clones of sgControl and sgAF10 iPSC lines. Total H3 levels were used as loading control. **e** OCT4, SSEA4 and NANOG immunofluorescence of iPSCs derived from sgControl and sgAF10 expressing fibroblasts. DAPI was used to stain the nuclei. Scale bars represent 50 μm. **f** Hematoxylin and eosin stained sections of teratomas generated by iPSCs derived from sgControl and sgAF10-1 cells. Black arrowheads show glandular epithelium (endoderm, top), cartilage tissue (mesoderm, middle), and pigmented neural tissue (ectoderm, bottom). Representative images are from one of two independent teratomas. Scale bars represent 20 μm

We next asked whether the increased reprogramming phenotype upon AF10 knock-out could be rescued by re-expression of AF10 (Fig. 3a). Wild-type AF10 cDNA increased overall H3K79me2 levels in sgAF10-expressing cells, and importantly, decreased the reprogramming efficiency (Fig. 3d, Additional file 1: Fig. S2e). Thus, the increased reprogramming phenotype upon AF10 silencing could be rescued by overexpression of WT-AF10. Using the same approach, we next asked if a H3K27 binding-mutant of AF10 (L107A) and a DOT1L-binding domain deleted AF10 (octapeptide motif-leucine zipper deletion, OM-LZΔ) would behave similarly in reprogramming. To verify that AF10 OM-LZΔ mutant is impaired in binding to DOT1L, we performed the DOT1L-BioID assay in the presence of AF10 OM-LZΔ. While WT-AF10 was highly biotinylated by BirA*-DOT1L, we observed minimal biotinylation of the OM-LZΔ mutant (Fig. 3b). In addition, co-immunoprecipitation experiments revealed that HA-tagged DOT1L interacted with WT AF10, but not the AF10 OM-LZΔ mutant (Fig. 3c). The increased reprogramming phenotype upon AF10 suppression was reverted by the L107A but not the OM-LZΔ mutant, indicating that AF10–DOT1L interaction, but not histone binding, is critical for reprogramming (Fig. 3d). L107A mutant AF10 had a negative effect on reprogramming, which was not due to the decreased cell viability (Fig. 3e). However, we observed an aberrant localization pattern of L107A mut AF10 in the nucleus which may interfere with reprogramming (Additional file 1:Fig. S2f). Taken together, these results show that AF10 constitutes a barrier to reprogramming to pluripotency and that its binding to DOT1L is important for this function.

**Fig. 3:**
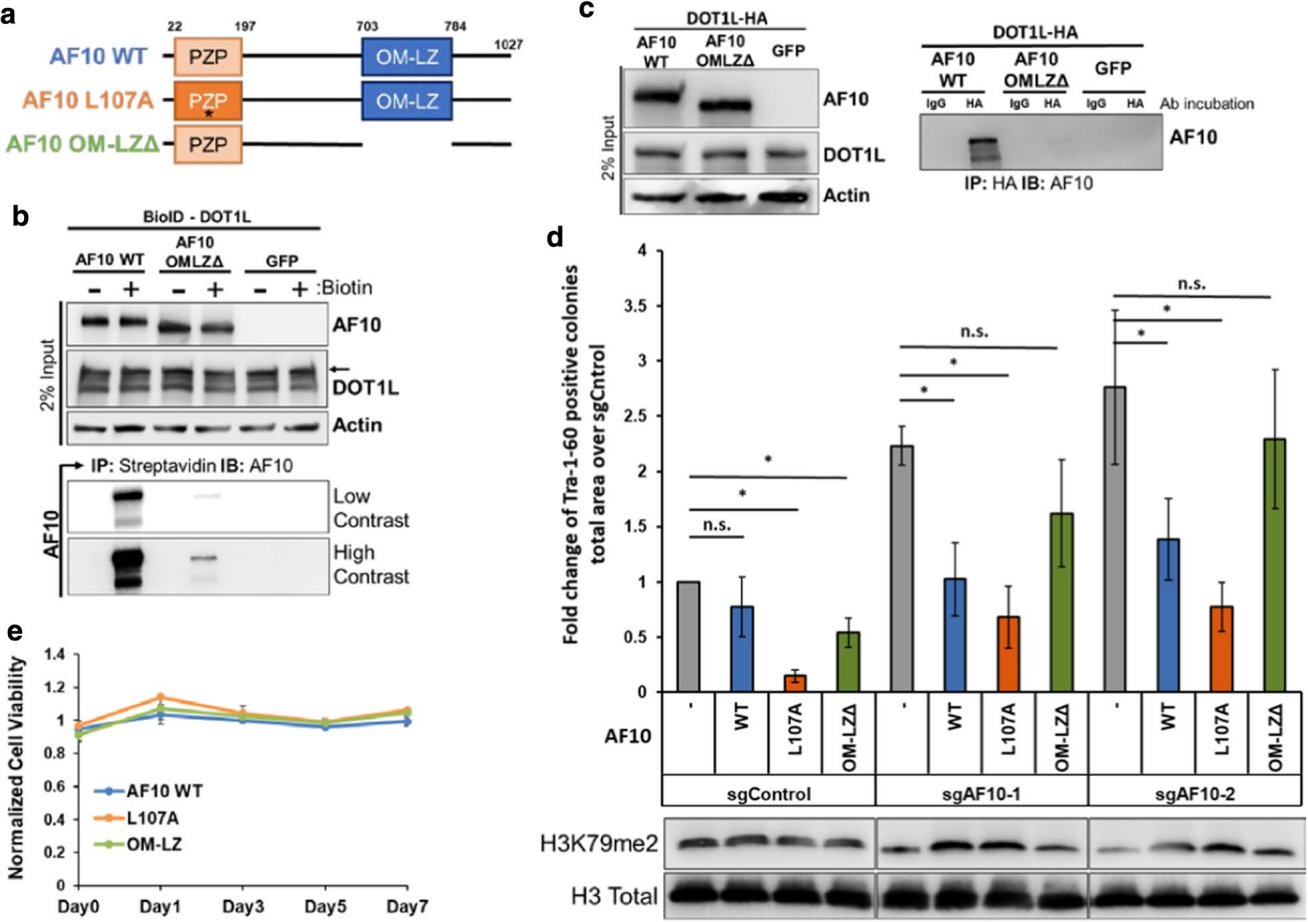
AF10 prevents reprograming through its interaction with DOT1L. **a** Domain organization of wild type and mutant AF10s used in **d**. L107A mutation abolishes Histone H3K27 binding and OM-LZ deletion impairs DOT1L binding. **b** Immunoblots for AF10 following streptavidin pulldown from cells expressing BioID-DOT1L and GFP, WT-AF10 or OM-LZ∆ AF10. Top panels show 2% of input samples and bottom panels show Streptavidin pull-down samples. (+) Biotin cells were treated with 50 μM D-Biotin 24 h. **c** Immunoblots for AF10 following immunoprecipitation with IgG or HA antibodies form cells expressing DOT1L-HA and GFP, WT-AF10 or OM-LZ∆ AF10. Left panels show 2% of input samples and right panel shows HA pull-down samples. **d** Fold change in the number of Tra-1-60-positive colonies derived from control or AF10 knock-out cells expressing WT, L107A or OM-LZ∆ AF10 cDNAs. *P* values were determined by one sample *t* test; *P < 0.05. Bar graph shows the mean and error bars represent SEM in 3 independent biological replicates. Bottom panel shows the H3K79me2 levels with H3 total as a loading control. **e** Relative cell viability of dH1f cells expressing WT, L107A or OM-LZ∆ AF10. Cell Titer Glo Assay measurements were normalized to uninfected dH1f cells across the indicated time-points. Error bars indicate standard deviation of triplicate samples

### AF10 expression maintains somatic cell identity

To elucidate the mechanism by which AF10 suppression enhances iPSC generation, we investigated the transcriptional changes occurring upon sgAF10 expression. Since AF10 loss has a clear effect of H3K79me2 levels, we hypothesized that it will affect the transcriptional landscape of somatic cells. 

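RNA was sequenced from human fibroblasts (dH1f, differentiated from the embryonic stem cell line H1) that expressed a control guide RNA or sgAF10-1 and were collected on day 6 after expression of the reprogramming factors OCT4, SOX2, KLF4 and c-MYC (OSKM). There were 3 sgControl and 3 sgAF10-1 libraries. MLLT10, the gene of AF10 (ENSG00000078403, chromosome 10 of hg19 from 21813575 to 22032559, plus strand), had 416, 443 and 290 counts in sgControl replicates 1 to 3 and 433, 252 and 315 counts in sgAF10-1 replicates 1 to 3. Scaled by TMM-normalized library size, as counts per 1e6 (CPM), this was 31.3 ± 1.52 CPM (SD, n = 3) in sgControl libraries and 28.9 ± 4.6 CPM (SD, n = 3) in sgAF10-1 libraries. The log2 fold change of MLLT10 was -0.11 (standard error 0.11, adjusted p = 0.58 from edgeR's quasi-likelihood test), with a 95% confidence interval from -0.34 to 0.12. Since Cas9 edits need not lower the mRNA, these counts do not check the labels. DOT1L, the H3K79 methyltransferase that AF10 binds, had a log2 fold change of -0.04 (standard error 0.12, adjusted p = 0.883 from the same test). All 4 transduced factors had more counts in sgAF10-1 libraries, with log2 fold changes of 0.53 for SOX2 (adjusted p = 0.00117), 0.50 for KLF4 (adjusted p = 0.00104), 0.37 for MYC (adjusted p = 0.00168) and 1.24 for POU5F1 (adjusted p = 0.00455), where the counts do not separate vector from endogenous transcripts. POU5F1 held 258 counts over all libraries and lies in a region of chromosome 6 where 139 of 174 protein-coding genes held no count, so its value is uncertain. Its paralog POU5F1B, which may share reads with it, had 23.5 ± 3.38 and 36.2 ± 4.08 CPM. The authors mapped paired-end reads to hg19 with HISAT2 and deposited raw counts per Ensembl gene, and the counting program and its strand setting are not given in the sources used here. Total counts were 12768541, 14555393 and 9945474 in sgControl replicates 1 to 3 and 12541126, 10204306 and 10948261 in sgAF10-1 replicates 1 to 3. Genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and 15519 genes were tested. Standard errors were taken as the absolute log2 fold change divided by the square root of the test's F value. The sample labels number the replicates as donors although the cells come from a single line, so p-values measure the spread between these libraries, which may be technical.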

We performed an RNA-sequencing experiment in sgControl and sgAF10-1 expressing cells early during reprogramming, on day 6 post-OSKM expression. Replicate RNA samples clustered closely, indicating high reproducibility (Fig. 4a). 

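Libraries of the same group lay closer to each other than to libraries of the other group. On log2 CPM of the tested genes, the mean Euclidean distance was 42.1 within groups and 56.5 between groups. The largest distance within a group was 45.5 and the smallest between groups was 52.7, so the ranges did not overlap. The ratio of between-group to within-group distance was 1.34, and the highest ratio among the other ways to split the 6 libraries into 3 and 3 was 1.01 (exact permutation test, one-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The first principal component held 46.0% of the variance and separated sgControl libraries, at -24.9 to -19.6, from sgAF10-1 libraries, at 21.7 to 22.8. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 4.49 to 8.84 over pairs, so no library was counted as a duplicate.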

A large number of genes were differentially expressed between control and sgAf10 expressing fibroblasts upon OSKM induction (Additional file 1: Figure S3a). 

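In sgAF10-1 cells 645 genes were higher and 405 were lower at an adjusted p under 0.05 and a log2 fold change beyond 0.5 in either direction. Of these, 596 of the higher and 342 of the lower genes were protein-coding. Among called protein-coding genes with a mean of at least 1 CPM and no overlap between the groups, the genes with the largest rise were SOX17, an endoderm and endothelial transcription factor, ALDH1A1, a retinaldehyde dehydrogenase, and LEFTY2, a Nodal antagonist. SOX17 (ENSG00000164736, chromosome 8 of hg19 from 55370495 to 55373452) rose from 0.23 ± 0.123 to 3.20 ± 0.263 CPM (SD, n = 3 libraries each), a log2 fold change of 3.65 (standard error 0.37, adjusted p = 8.88e-06). ALDH1A1 rose by 2.92 on the log2 scale, and by 3.65 without sgControl replicate 1. CD34, a surface protein of blood progenitors and endothelium, rose from 4.53 ± 0.699 to 34.4 ± 1.75 CPM, and KDR, a VEGF receptor, from 4.33 ± 0.108 to 23.4 ± 1.77 CPM. APELA, SLCO2A1, MYBPC2, NBPF11, CD200, COL2A1 and SEMA6A were the others of the 12 largest rises under these limits, and NBPF11 belongs to a family of near-identical copies that may share reads. CHI3L1 (ENSG00000133048, chromosome 1 from 203148059 to 203155832), a chitinase-like protein, fell from 1025 ± 80.3 to 85.5 ± 6.02 CPM (SD, n = 3), a log2 fold change of -3.58 (standard error 0.09, adjusted p = 4.16e-13). THBS4, a matrix glycoprotein, fell from 748 ± 29.5 to 98.5 ± 5.76 CPM, and GPX3, an extracellular glutathione peroxidase, from 243 ± 9.76 to 40.2 ± 3.03 CPM. THBS4-AS1, on the opposite strand, had a log2 fold change of -2.29, and the strand setting of the counts is not known. ANGPTL7, CD74, NOS1, C2CD4B, KCNJ15, PCSK1, DDTL, CCN5 and BAALC were the others of the 12 largest falls under the same limits, and DDTL has a near-identical paralog. DDTL held 69, 22 and 11 counts in sgControl libraries, and its log2 fold change of -1.80 (adjusted p = 0.0345) was -0.78 without sgControl replicate 1 (adjusted p = 0.289). Its call was also lost without sgAF10-1 replicate 1, 2 or 3 (adjusted p = 0.0756, 0.0961 and 0.121) and in limma-voom (adjusted p = 0.0986). Groups did not overlap for 29.2% of the tested genes, against 10% by chance. All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15519 genes.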

We specifically asked whether pluripotency-associated genes were upregulated upon suppression of AF10. 

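Of the 60 genes of a pluripotency list, 36 passed the low-count filter and were tested. By adjusted p, without a fold change limit, 20 were higher in sgAF10-1 cells on day 6, 1 was lower and 15 did not pass the test (22 higher and 2 lower when adjusted over the list alone, and 2 lower without sgAF10-1 replicate 1). Counts for the other lists are likewise of tested genes and without a fold change limit. LEFTY2 rose by 2.92 on the log2 scale (standard error 0.23, adjusted p = 8.26e-07 from edgeR). SALL4, a zinc finger factor of the pluripotency network, rose from 2.60 ± 1.37 to 9.46 ± 1.69 CPM (SD, n = 3 libraries each). NANOG (ENSG00000111704, chromosome 12 of hg19 from 7940390 to 7951742), a core pluripotency factor, rose from 0.90 ± 0.662 to 2.76 ± 0.308 CPM, a log2 fold change of 1.72 (standard error 0.38, adjusted p = 0.00627 from edgeR), and it has processed pseudogenes that may share reads. NANOG held 8, 6 and 16 counts in sgControl libraries, and without sgControl replicate 3 its log2 fold change was 2.39. TBX3 was lower, at a log2 fold change of -0.69. LIN28A, an RNA-binding protein of pluripotent cells, held 0, 2 and 0 counts in sgControl libraries and 11, 5 and 3 counts in sgAF10-1 libraries, below the filter, and was not tested. Of the tested members, 4 are also among the genes the study measured as regulated by DOT1L. As a set the pluripotency list moved up against other genes (camera, adjusted p = 1.68e-18, and adjusted p = 0.0399 with an estimated correlation). The transduced factors, left out of this list, were also higher in sgAF10-1 libraries, and no list test was adjusted for their counts. Of 43 genes of an epithelial list, 22 were higher, 3 were lower and 18 did not pass (25 higher and 3 lower when adjusted over the list alone), among them GRHL3 and F11R with log2 fold changes of 1.84 and 1.28, while KRT7 fell by 1.62 on the log2 scale (camera, adjusted p = 2.11e-09, and adjusted p = 0.0419 with an estimated correlation). Markers of other cell types moved in these libraries too. Of 11 tested endothelial and blood markers, out of 22 listed, 5 were higher and none was lower (camera, adjusted p = 2.36e-16, and adjusted p = 0.0399 with an estimated correlation). Of 12 tested endoderm and trophectoderm markers, out of 25 listed, 4 were higher and 1 was lower (camera, adjusted p = 0.000445, and adjusted p = 0.106 with an estimated correlation). Without a low-count filter 6 of 19 and 6 of 20 were higher. The study built its own pluripotency gene set from other expression data, which was not used here.

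**Figure D1:**
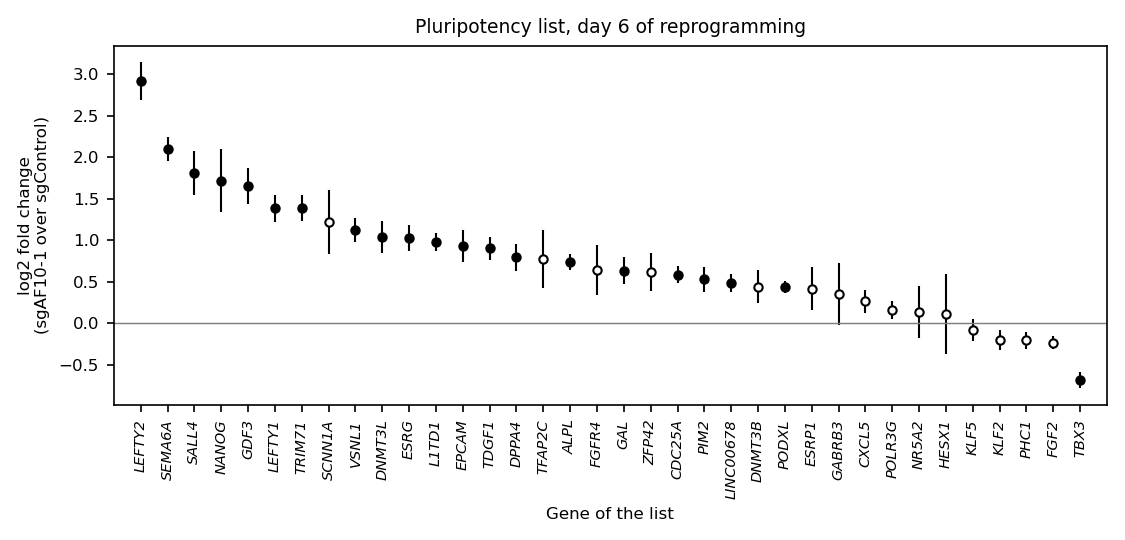
Log2 fold change of each tested gene of the pluripotency list (vertical axis, sgAF10-1 over sgControl, 3 libraries each), with bars of 1 standard error. Filled points passed an adjusted p of 0.05 in edgeR and open points did not. LEFTY2 is highest at 2.92 and TBX3 is lowest at -0.69.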

Gene-set enrichment analysis (GSEA) indicated that pluripotency genes were highly enriched in sgAF10 cells upon OSKM expression (Fig. 4b). On the other hand, fibroblast-related genes were negatively enriched upon sgAF10 treatment, which suggested greater suppression of the somatic cell-specific gene expression program (Fig. 4b). 

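Of 60 tested genes of a fibroblast list, 20 were lower in sgAF10-1 cells, 9 were higher and 31 did not pass the test (27 lower and 13 higher when adjusted over the list alone). No fold change limit was set for these counts. On the log2 scale the lower genes ran from -0.26 for TGFBI to -0.83 for CTHRC1, and the higher from 0.31 for COL5A2 to 0.97 for ELN. CTHRC1, a secreted collagen-associated protein, fell from 162 ± 8.77 to 91.1 ± 5.74 CPM (SD, n = 3 libraries each), a log2 fold change of -0.83 (standard error 0.07, adjusted p = 2.26e-06 from edgeR). ANPEP, the aminopeptidase CD13, had a log2 fold change of -0.72 and FN1, fibronectin, one of -0.63. Vimentin (VIM) and CD44 had log2 fold changes of -0.39 and -0.44. Among the 9 genes that rose were the matrix genes ELN, elastin, which rose from 10.6 ± 0.191 to 20.8 ± 0.359 CPM, and FBLN2, DCN and LUM, with log2 fold changes of 0.71, 0.54 and 0.40. The median log2 fold change of the list was -0.12. As a set it moved down against other genes (camera, adjusted p = 0.00453), a call that was lost with an estimated correlation (adjusted p = 0.345). The list passed with fry (adjusted p = 0.0399) and with preranked GSEA (normalized enrichment score -1.8, adjusted p = 0.00277). Without the 3 members that are also among the DOT1L-regulated genes of the study, the adjusted p was 0.0489 from camera. Of 37 mesenchymal transcription factors 5 were lower, 3 were higher and 29 did not pass, among them FOSL1, an AP-1 subunit, with a log2 fold change of -1.15 (camera, adjusted p = 0.428). The lower and higher counts of these factors were 3 and 1 without sgControl replicate 1, 4 and 0 without sgControl replicate 3, 2 and 0 without sgAF10-1 replicate 2 or 3, and 3 and 0 in DESeq2. From the enrichment of its own gene set, the paper proposes that suppression of the somatic expression program was greater in sgAF10 cells.

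**Figure D2:**
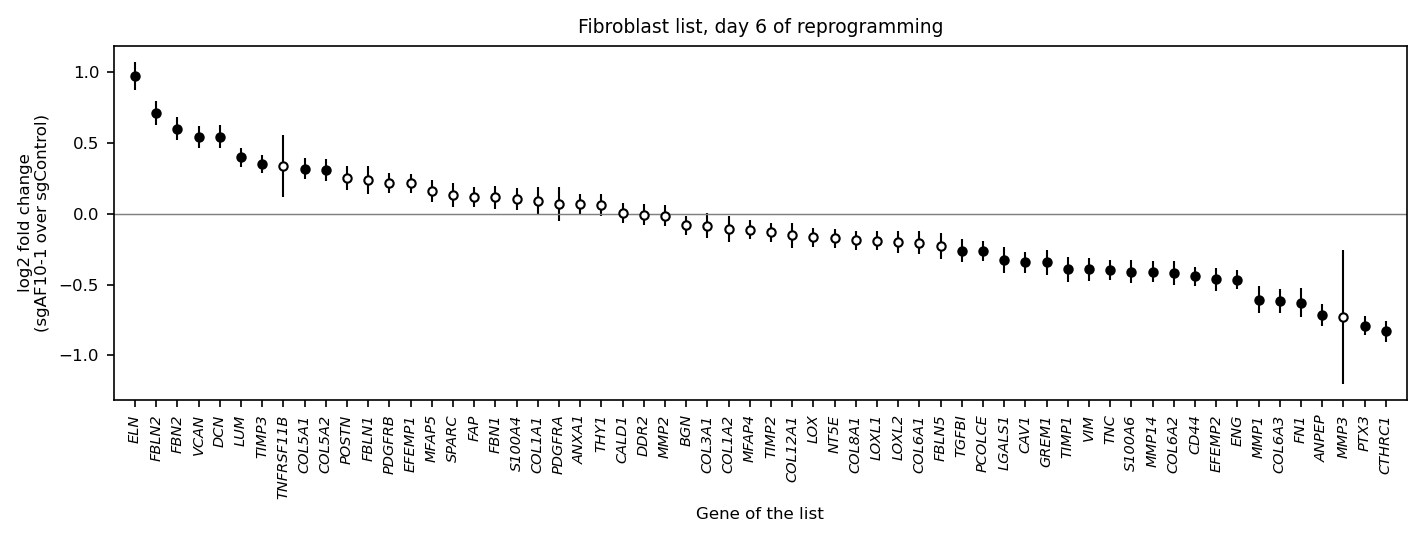
Log2 fold change of each tested gene of the fibroblast list (vertical axis, sgAF10-1 over sgControl, 3 libraries each), with bars of 1 standard error. Filled points passed an adjusted p of 0.05 in edgeR and open points did not. ELN is highest at 0.97 and CTHRC1 is lowest at -0.83.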

We next assessed the degree to which AF10 and DOT1L-induced transcriptional changes overlap during reprogramming. Based on published gene expression data of DOT1L inhibitor-treated cells, we generated gene sets comprising genes negatively or positively regulated by DOT1L [2]. GSEA of sgAF10 transcriptome data revealed that iDOT1L-downregulated genes were negatively enriched, while iDOT1L-upregulated genes were positively enriched upon AF10 loss (Fig. 4c). 

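The 15 genes that the study shows in its figures as regulated by DOT1L moved in sgAF10-1 cells as follows. The study presents EPCAM, COL6A2 and NR2F2 as examples of genes with similar changes in sgAF10 and DOT1L inhibitor samples (Fig. S3b). The directions of the list are therefore not independent evidence. All 7 genes that rise on DOT1L inhibition were higher. GDF3, a TGF-beta family ligand of pluripotent cells, rose from 3.40 ± 1.30 to 10.8 ± 0.54 CPM (SD, n = 3 libraries each), and SERPINB9, a granzyme inhibitor, from 18.9 ± 3.15 to 48.2 ± 3.75 CPM. EPCAM (ENSG00000119888, chromosome 2 of hg19 from 47572297 to 47614740), an epithelial adhesion molecule, rose from 3.14 ± 0.369 to 6.03 ± 0.394 CPM, a log2 fold change of 0.93 (standard error 0.19, adjusted p = 0.0036 from edgeR). CDH1, DPPA4 and GAL had log2 fold changes of 1.14, 0.79 and 0.63. Of the 8 genes that fall on DOT1L inhibition 7 were lower and 1 did not pass over all genes, and all 8 were lower when adjusted over the list alone. COL6A2 (ENSG00000142173, chromosome 21 from 47518026 to 47552762), a collagen VI chain, fell from 2224 ± 238 to 1667 ± 73.3 CPM, a log2 fold change of -0.42 (standard error 0.085, adjusted p = 0.00362 from edgeR). NR2F2 (ENSG00000185551, chromosome 15 from 96869167 to 96883492), a mesenchymal nuclear receptor, had 93.6 ± 7.40 and 77.4 ± 6.54 CPM, a log2 fold change of -0.27 (standard error 0.08, adjusted p = 0.0389 from edgeR). The call of NR2F2 was lost without sgControl replicate 1 (adjusted p = 0.191), without sgAF10-1 replicate 2 (adjusted p = 0.158) and without sgAF10-1 replicate 3 (adjusted p = 0.0782). PTX3, MMP1, TSPO and LXN had log2 fold changes of -0.79, -0.61, -0.50 and -0.40, and EPS8, at -0.19, did not pass (adjusted p = 0.0874). GAL and TSPO did not pass in DESeq2 (adjusted p = 0.0586 and 0.0866). GAL did not pass in edgeR without sgControl replicate 2 (adjusted p = 0.0532), without sgControl replicate 3 (adjusted p = 0.0563) or without sgAF10-1 replicate 2 (adjusted p = 0.0738), nor LXN without sgControl replicate 1 (adjusted p = 0.0569).

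**Figure D3:**
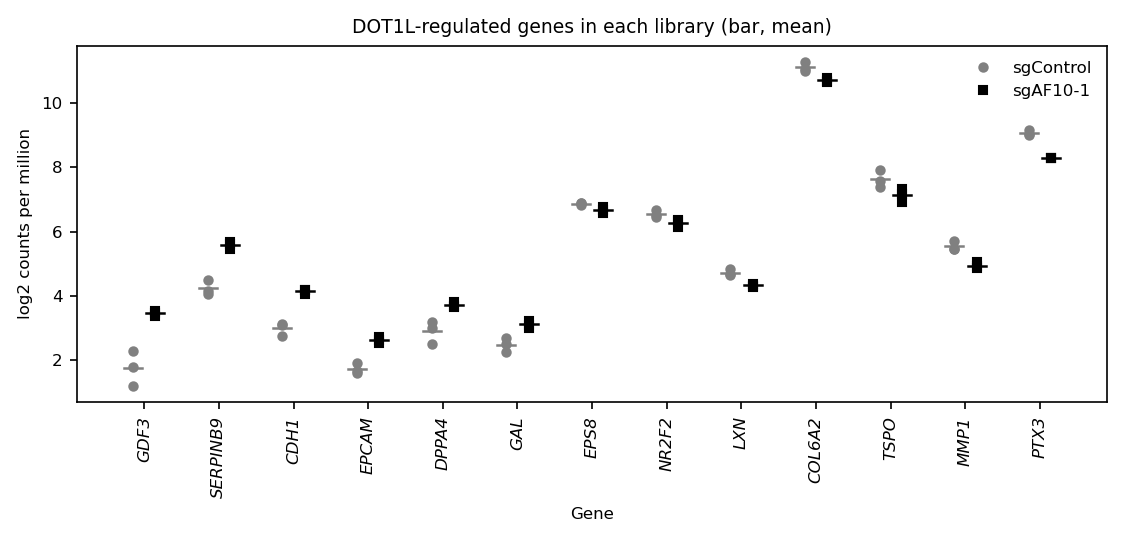
Expression (vertical axis, log2 CPM) of 13 of these genes in each of the 3 sgControl libraries (grey circles) and the 3 sgAF10-1 libraries (black squares), with a bar at each group mean. The 6 genes on the left have higher means in sgAF10-1 and the 7 on the right have lower means.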

Several commonly regulated genes such as *EPCAM*, *COL6A2* and *NR2F2* demonstrates similar expression changes in both sgAF10 and iDOT1L samples (Additional file 1: Figure S3b) and this was verified by qPCR (Fig. 4d). Taken together, these data suggest that AF10 suppression and DOT1L inhibition have similar transcriptional effects during reprogramming. We functionally tested this notion by combining AF10 suppression with DOT1L inhibition. Individually, DOT1L inhibition or genetic suppression of AF10 increased reprogramming efficiency as expected; however, the combination of these perturbations did not result in a further increase in efficiency (Fig. 4e, f). We also generated combined knock-out lines of both AF10 and DOT1L, verified the decrease in H3K79 methylation and then reprogrammed the resulting double knock-out cells (Fig. 4g, Additional file 1: Fig. S3c). AF10 and DOT1L double knockout did not significantly increase reprogramming compared to targeting each factor alone (Fig. 4h). Overall, these results indicate that suppression of AF10 increases reprogramming mainly through its effect on DOT1L and H3K79 methylation (Fig. 5).

**Fig. 4:**
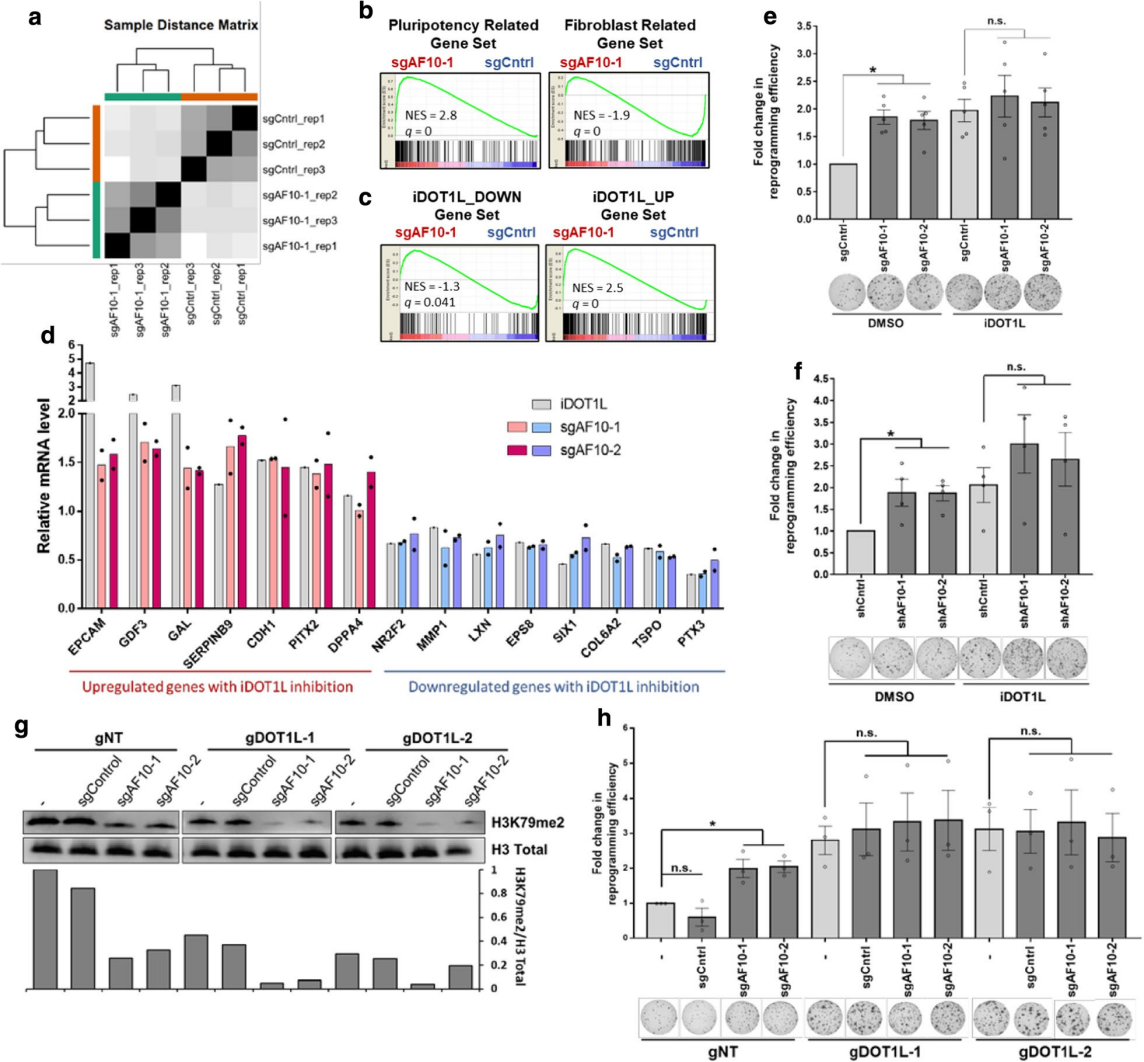
AF10 expression maintains somatic cell identity. **a **Sample distance matrix of RNA-sequencing replicate samples. **b** Gene set enrichment analysis (GSEA) of transcriptome data of sgAF10 cells with respect to pluripotency-related and fibroblast-related gene sets. NES: normalized enrichment score, *q*: false discovery rate (FDR) *q*-value. **c** Gene set enrichment analysis (GSEA) of transcriptome data of sgAF10 cells with respect to iDOT1L_DOWN and iDOT1L_UP gene sets. NES: normalized enrichment score, *q*: false discovery rate (FDR) *q*-value. **d** mRNA levels for a set of DOT1L-regulated genes in AF10 knock-out fibroblasts as determined by qRT-PCR. β-actin was used as an internal control. Gene expression levels were normalized to sgControl expressing fibroblasts for sgAF10 samples and DMSO treated cells for iDOT1L samples. Two biological replicates are indicated for sgAF10 samples and bar graph indicates the average of replicates. **e** Fold change in the number of Tra-1-60-positive colonies derived from AF10 sgRNA expressing cells in the presence of DMSO or a DOT1L inhibitor (iDOT1L; EPZ004777). *P* values were 0.001 for sgAF10-1 and 0.004 for sgAF10-2. n.s. not significant. **f** Fold change in the number of Tra-1-60-positive colonies derived from control or AF10 knock-down cells (shAF10) treated with either vehicle (DMSO) or iDOT1L (EPZ004777). *P* values were 0.034 for shAF10-1 and 0.007 for shAF10-2. n.s., not significant. **g** Immunoblot for H3K79me2 in double KO cells. Total H3 levels were used as loading control. Replicate of this experiment in Additional file 1: Figure S3c. Quantifications were normalized to gNT sample. **h** Fold change in the number of Tra-1-60-positive colonies derived from double knock-out cells expressing DOT1L and AF10 targeting sgRNAs. *P* values were 0.031 for sgAF10-1 and 0.014 for sgAF10-2. n.s. not significant

**Fig. 5:**
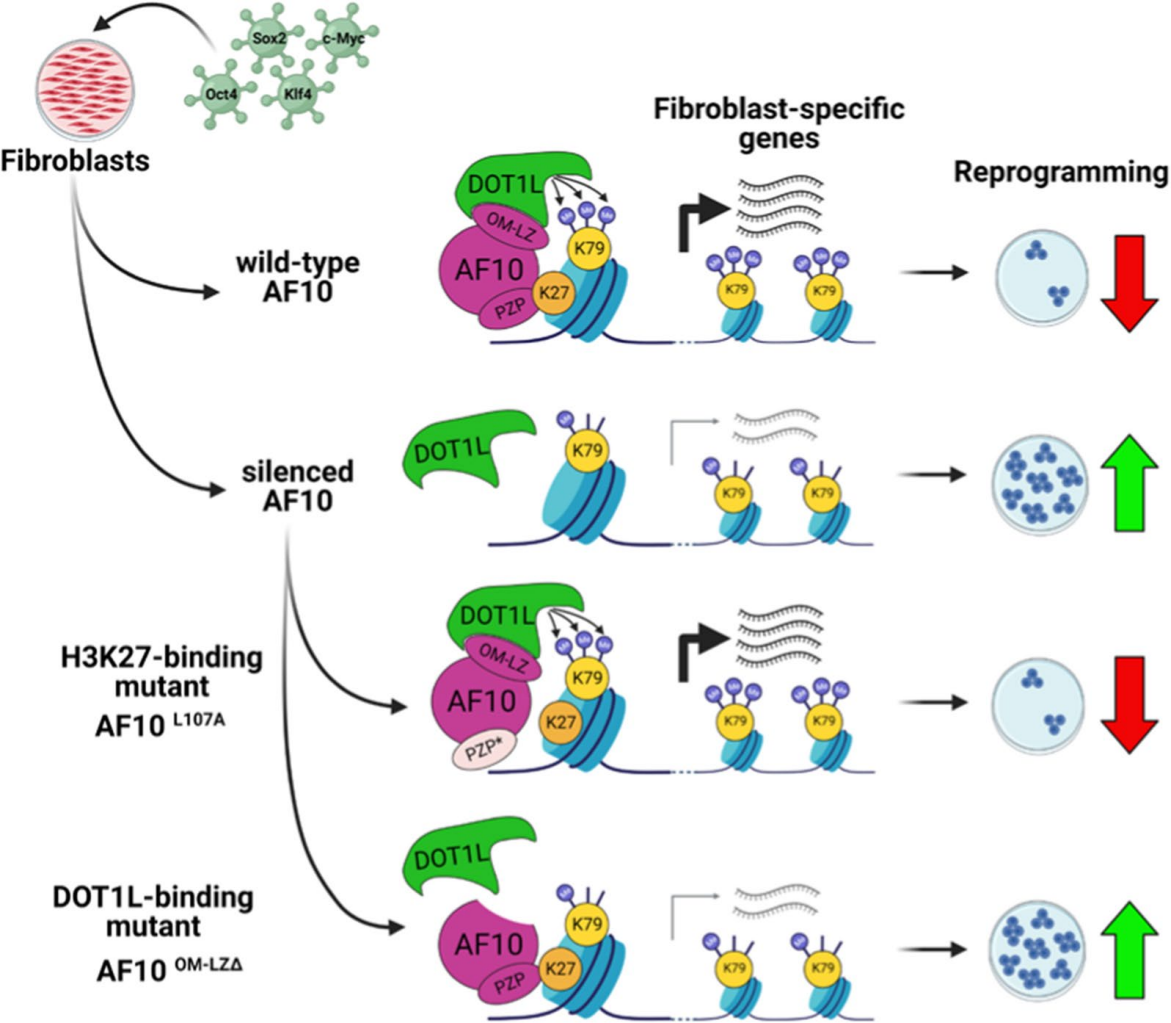
Model for AF10’s role in maintaining somatic cell identity and reprogramming. In the presence of AF10, DOT1L-mediated H3K79 methylation and expression of somatic specific genes are high. Upon silencing of AF10, H3K79me2 is reduced, and somatic specific gene expression is downregulated, resulting in higher reprogramming efficiency. This effect is dependent on AF10–DOT1L interaction but not on AF10 histone binding

## Discussion

Here, we identified DOT1L-proximal proteins via proximity labeling and tested the effects of these proteins on somatic cell reprogramming. BioID-based proteomics uncovered TPR, KAISO, NUMA1, MRE11, NONO and SIN3B as novel DOT1L-proximal proteins in addition to known direct interactors of DOT1L, including AF10, AF17, ENL, Histone H1 and DDX21 [11, 22, 25]. We tested the effect of DOT1L-proximal proteins in somatic cell reprogramming via loss of function experiments and showed that AF10 and NONO play functionally important roles in the generation of human iPSCs. Among these proteins, only loss of AF10 affected overall H3K79 methylation levels, prompting us to further investigate its mechanism. AF10 is a member of the Dotcom complex along with AF17, AF9 and ENL [11]. The latter proteins are also present in the Super Elongation Complex (SEC) [26]. The fact that AF9, AF17 and ENL had no effect in reprogramming points to a specific role for AF10 in this process, a finding corroborated in recent studies of mouse reprogramming [27]. This finding also suggests that DOT1L’s role in suppressing cellular reprogramming may be largely independent of its association with transcriptional elongation and its effect on RNA Polymerase II processivity [28]. While SEC activity is required for reprogramming [29], suppression of AF10 may uncouple the function of Dotcom and H3K79 methylation from transcriptional elongation and thus enhance reprogramming.

AF10 is a rate-limiting cofactor for higher order (di- and tri-) methylation of H3K79 and directly interacts with DOT1L through its octamer motif- leucine zipper (OM-LZ) domain [24, 30, 31]. We show that this interaction is critical for AF10’s ability to prevent reprogramming. Furthermore, combined genetic suppression of AF10 and DOT1L did not result in an additive enhancement of reprogramming. Another potential function of AF10 is to act as a histone reader, recognizing unmethylated H3K27 and recruiting DOT1L to loci devoid of H3K27 modifications [24]. However, we find that histone-binding function of AF10 is not necessary to suppress reprogramming. Therefore, AF10 acts as a key barrier to reprogramming not through histone binding, but by regulating higher order H3K79 methylation by DOT1L.

## Conclusions

AF10 suppression in somatic cells results in wide-ranging gene expression changes during reprogramming. In particular, silencing of somatic-specific genes is facilitated by suppression of AF10, a finding in consonance with the effect of DOT1L inhibition. These findings indicate that AF10 acts as a safeguarding mechanism for somatic cell identity by enabling higher order H3K79 methylation of somatic-specific genes. Presence of higher order H3K79 methylation may antagonize gene repression, thereby preventing silencing of somatic transcriptional programs upon OSKM expression [15, 32]. Alternatively, recent work points to a role for DOT1L in transcription initiation, and it will be interesting to investigate if AF10 plays a role in that process [25]. While the role of H3K79 methylation in preventing reprogramming to pluripotency is now well established, it will be of interest to test whether AF10 and DOT1L also regulate direct lineage conversions between terminally differentiated cells.

## Methods

### Plasmids

BirA^R118G^ (BirA*) cDNA was amplified from pcDNA3.1-mycBioID (Addgene, catalog no. 35700). DOT1L wild type (WT) and mutant (G163R/S164C/G165R) cDNAs with HA-tag in pMIY plasmids were described previously [18]. In-frame BirA*-DOT1L fusion protein coding sequence was cloned into pENTR1A no ccDB (Addgene, catalog no. 17398) and transferred into expression plasmid pLEX-307 (Addgene, catalog no. 41392) via LR cloning (Invitrogen). pBabe-puro-AF10 wild-type (wt) and L107A mutant (mut) plasmids were gifts of Or Gozani (Stanford University). Wt- and mut-AF10 cDNAs were amplified with Phusion polymerase and inserted into pENTR1A no ccDB (Addgene, catalog no. 17398). OM-LZ domain (703–784) deleted plasmids were prepared with Q5-site directed mutagenesis kit (NEB) according to manufacturer’s instructions. All AF10 sequences were cloned into a lentiviral expression plasmid pLenti CMV/TO Hygro DEST (Addgene, catalog no. 17291) via LR cloning (Invitrogen). pcDNA5 GFP-AF10 wt and L107A mutant (mut) plasmids were gifts of Or Gozani (Stanford University). OM-LZ domain (703–784) deleted pcDNA5 GFP fusion AF10 OMLZ deleted mutant was prepared with Q5-site directed mutagenesis kit (NEB) according to manufacturer’s instructions.

### shRNA and gRNA cloning

shRNAs were designed and cloned into the MSCV-PM vector as previously described [2]. All vectors were confirmed by Sanger sequencing. sgAF10-1 and 2 plasmids were gifts of Or Gozani (Stanford University). Rest of the gRNAs were designed and cloned into lentiCRISPRv2 (Addgene, catalog no. 52691) vector as previously described [33]. shRNA and sgRNA sequences are listed in Additional file 3: Table S2. 

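Matched to the reference genome, the sequence of sgAF10-1, TGCAGCGTCGCGGTGCATCA, occurred 1 time in hg19, on the plus strand of chromosome 10 from 21823712 to 21823731, and was followed by the PAM AGG. It lies at the end of exon 2 of MLLT10, a coding exon that runs from 21823574 to 21823733, and Cas9 is taken to cut after position 21823728. The sequence around it is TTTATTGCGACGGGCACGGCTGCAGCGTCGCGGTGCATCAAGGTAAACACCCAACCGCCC. The guide sgAF10-2, ATAAATAGTCCTTACCACTC, occurred 1 time, on the minus strand from 21827837 to 21827856 with the PAM TGG, across the end of exon 3, which runs from 21827762 to 21827841. The control sequence CTTCGAAATGTCCGTTCGGT had 0 exact matches. The forward primer of the AF10 qRT-PCR, GCGTCGCGGTGCATCAAG, matched 21823716 to 21823733, with 16 bases inside the target of sgAF10-1, 13 bases before the cut and 5 after it.

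**Figure D4:**
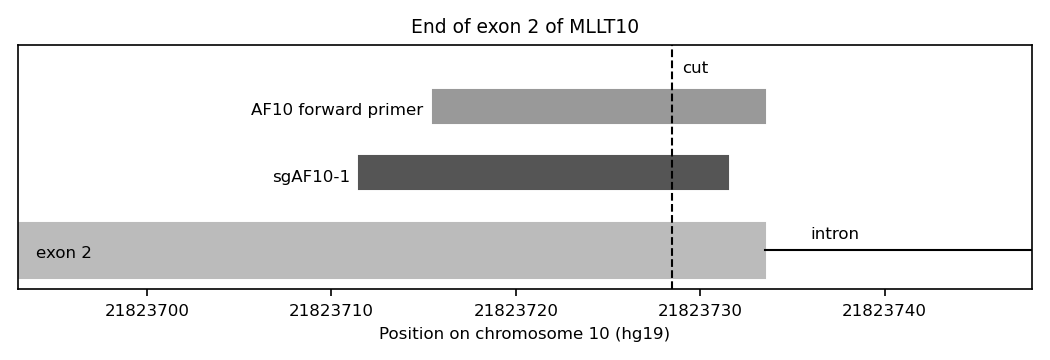
Map of the end of exon 2 of MLLT10 on chromosome 10 of hg19 (horizontal axis, position in bases), with the target of sgAF10-1, the AF10 forward primer and the cut position as a dashed line. The primer ends at 21823733, the last base of the exon, and crosses the cut after 21823728.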

All vectors were confirmed by Sanger sequencing using U6 promoter sequencing primer (5′-ACTATCATATGCTTACCGTAAC-3′).

### Reprogramming assays

Fifty thousand dH1f cells [20] were seeded onto 12-well plates and infected with lentiviral OSKM vectors (Addgene, catalog no. 21162, 21164). Medium was changed every other day with D10 medium (1XDMEM with 10% FBS, 1% penicillin/streptomycin). On day 6, cells were trypsinized and transferred onto mitomycin-c treated MEFs. Medium was then changed to hESC medium (DMEM/F12 with 20% KOSR, 1% l-glutamine, 1% non-essential amino acids, 0.055 mM beta-mercaptoethanol, 10 ng ml^−1^ bFGF). Plates were fixed and stained for Tra-1-60 on day 21. iDOT1L (EPZ004777, Tocris) was used at 3 μM concentration for 6 days after OSKM infection.

### Production of viral supernatants

HEK-293T cells were plated at a density of 2.5 × 10^6^ cells per 10-cm dish and transfected with 2.5 µg viral vector, 2.25 µg pUMVC (Addgene, catalog no. 8449) for retroviruses or pCMV-dR8.2 ΔVPR (Addgene, catalog no. 8455) for lentiviruses with 0.25 µg pCMV-VSV-G (Addgene, catalog no. 8454) using 20 µl FUGENE 6 (Promega) in 400 µl DMEM per plate. Supernatants were collected 48 h and 72 h post-transfection and filtered through 0.45-µm pore size filters. To concentrate the viruses, viral supernatants were mixed with PEG8000 (Sigma, dissolved in DPBS, 10% final concentration) and left overnight at 4°C. The next day, supernatants were centrifuged at 2500 rpm for 20 min, and pellets were resuspended in PBS. Viral transductions were carried out overnight in the presence of 8 µg ml^−1^ protamine sulfate (Sigma). Transduced cells were selected with 1 μg ml^−1^ puromycin or 200 μg ml^−1^ hygromycin.

### Generation of DOT1L-KO single-cell clones

HEK293T cells were transfected with either non-targeting (gControl) or guideRNA DOT1L (gDOT1L) containing lenticrisprV2 plasmids and transfected cells were selected with 2 μg ml^−1^ puromycin. After selection, cells were trypsinized, diluted to a single-cell suspension and seeded onto 96-well plates. Single cell clones were identified and expanded. H3K79me2 levels in selected single-cell clones were assayed via immunoblotting. sgControl clone #1 and sgAF10-1 clone #1 were used for teratoma formation assay and  sgAF10-2 clone #1 immunofluorescence experiments.

### Quantitative RT-PCR analyses

Total RNA was extracted using NucleoSpin RNA kit (Macherey Nagel) and reverse transcribed with Hexanucleotide Mix (Roche). The resulting complementary DNAs were used for PCR using SYBR-Green Master PCR mix (Roche) and run on a LightCycler 480 Instrument II (Roche) with 40 cycles of 10 s at 95 °C, 30 s at 60 °C and 30 s at 72 °C. All quantifications were normalized to an endogenous β-actin control. The relative quantification value for each target gene compared to the calibrator for that target is expressed as 2^−(Ct − Cc)^ (Ct and Cc are the mean threshold cycle differences after normalizing to β-actin). List of primers are in Additional file 3: Table S2.

### RNA sequencing and analysis

RNA isolation was performed with Direct-zol kit (Zymo Research). NEBNext Poly(A) mRNA Magnetic Isolation Module from NEBNext Ultra Directional RNA Library Prep Kit for Illumina was used to enrich mRNA from RNA-sequencing samples. Samples were then validated on a Tapestation (Agilent) to determine library size and quantification prior to paired-end (2 × 41 bp) sequencing on a NextSeq 500 (Illumina) platform. Reads were mapped to hg19 built-in genome by HISAT2 after assessing their quality by FastQC. RNA-sequencing data are deposited to the NCBI GEO database with the accession number GSE161043. DeSeq2 package was used to find differentially expressed genes between samples. Genes were considered as differentially regulated based on |log2 fold change|> 0.5 and adjusted *p*-value < 0.05. Differential gene expressions between pluripotent stem cells and fibroblast cells were computed by affy and limma packages from R to generate fibroblast- and pluripotency-related gene sets as described previously [6]. Differential gene expression analysis to generate iDOT1L regulated gene sets is performed on GEO2R web tool between dH1f-inhibitor-OSKM samples and dH1f-untreated-OSKM samples from GSE29253 [2]. iDOT1L_UP gene set is composed of genes that are upregulated in treatment group (*p*-value < 0.05 and logFC > 0.5) and iDOT1L_DOWN gene set is composed of genes that are downregulated in treatment group (*p*-value < 0.05 and logFC < − 0.5). Rank-ordered gene lists were used for gene-set enrichment analysis [34].

### Nuclear protein extraction and histone acid extraction

Cell pellets were resuspended in cytosolic lysis buffer (10 mM HEPES pH7.9, 10 mM KCl, 0.1 mM EDTA, 0.4% NP-40, cOmplete ULTRA protease inhibitor Tablets [Roche]) and incubated for 15 min on ice and centrifuged at 4 °C for 3 min at 3000* g*. Pellets were washed once with cytosolic lysis buffer and then resuspended in nuclear lysis buffer (20 mM HEPES pH7.9, 0.4 M NaCl, 1 mM EDTA, 10% glycerol, cOmplete ULTRA protease inhibitor Tablets [Roche]) followed by sonication 2 times for 10 s at 40 amplitude with a 10 s interval in between (QSONICA Q700 with microtip). After sonication, tubes were centrifuged at 4 °C for 5 min at 15000*g*. Supernatant was removed as nuclear protein fraction. For histone acid extraction, cell pellets were resuspended with Triton extraction buffer (0.5% Triton X-100, 2 mM PMSF, 0.02% NaN_3_ in PBS) and incubated for 10 min on ice then centrifuged at 4 °C for 10 min at 2000 rpm. Pellet was washed with triton extraction buffer and centrifuged again. Supernatant was discarded and the pellet was resuspended in 0.2 N HCl. Tubes were incubated at 4 °C for 16 h on a rotating wheel and centrifuged at 4 °C for 10 min at 2000 rpm. Supernatants were neutralized with the addition 0.1 M NaOH for 1/5 volume of HCl solution. Protein concentrations were determined via BCA assay (Thermo Scientific).

### Immunoblotting

Equal amounts of proteins were boiled with loading buffer (4 × Laemmli sample buffer, Bio-Rad) and loaded onto 4–15% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad). Gels were run with TGS buffer (diluted from 10 × stock, Bio-Rad). Precision Plus Protein Dual Color Standards (Bio-Rad) were used a molecular weight ladder. Proteins were transferred onto Immun-Blot PVDF Membrane (Bio-Rad) via Trans-Blot Turbo Transfer System (Bio-Rad). Membrane was incubated with 5% blotting grade blocker (Bio-Rad) dissolved in TBS-T (20 mM Tris, 150 mM NaCl, 0.1% Tween 20 – pH 7.6). For Streptavidin-HRP blotting membranes were blocked with 2% bovine serum albumin (BSA, Sigma) in TBS-T. Primary antibodies were incubated on membranes at 4 °C for 16 h. Primary antibodies were Streptavidin-HRP (BioLegend 405,210, 1:10,000), H3K79me2 (ab3594, 1:1000), H3 total (ab1791, 1:1000 in Additional file 1: Figure S1b), H3 total (CST4499, 1:1000 rest of the H3 blots). After primary antibody incubation, membranes were washed and then incubated with secondary antibody solution (1:5000 secondary antibody ab97051 in 5% blotting grade blocker in TBS-T) at room temperature for 1–2 h. Membranes were washed with TBS-T and proteins were visualized with Pierce ECL Western Blotting Substrate (Thermo Scientific) and Odyssey Fc Imaging systems (LiCor). Quantifications were performed via LiCOR.

### Pull-down assays and mass spectrometry analysis for BioID

HEK-293T cells were infected with lentiviral BirA*-DOT1L. Puromycin selected cells were expanded and incubated with 50 μM D-Biotin (Sigma, 47868) for 24 h. Proteins were obtained via nuclear fractionation method. As a control, uninfected HEK293T cells were used. Pull-down was performed with Streptavidin beads (Thermo Scientific, 53117) as previously described [35]. Briefly, 3 mg nuclear fraction was incubated with 100 μl Streptavidin beads at 4 °C for 16 h on a rotating wheel at 10 rpm. Then supernatants were collected, and beads were washed twice in 2% SDS; once with wash buffer 1 (0.2% deoxycholate, 1% Triton X, 500 mM NaCI, 1 mM EDTA, 50 mM HEPES, pH 7.5), once with wash buffer 2 (250 mM LiCI, 0.5% NP-40, 0.5% deoxycholate, 1% Triton X, 500 mM NaCI, 1 mM EDTA, 10 mM Tris, pH 8.1) and twice with wash buffer 3 (50 mM Tris, pH 7.4, and 50 mM NaCI). Eluted proteins were analyzed with AF10 (sc27083) antibody to observe the efficiency of pull-down. For mass spectrometry analysis, control (uninfected) and BirA*-AF10 WT or MUT expressing HEK293T cells were used. Following nuclear protein isolation and streptavidin pulldown, bound proteins were digested with on-bead tryptic proteolysis as previously described [36]. Briefly, beads were washed (8 M urea in 0.1 M Tris–HCl, pH 8.5) and reduction and alkylation steps performed. After a final wash with 50 mM ammonium bicarbonate, beads were treated with trypsin overnight. Reaction was quenched with acidification and the resulting peptides were desalted [37] and then analyzed with reversed-phase nLC (NanoLC-II, Thermo Scientific) combined with orbitrap mass spectrometer (Q Exactive Orbitrap, Thermo Scientific). The raw files were processed with Proteome Discoverer 1.4 (Thermo Scientific) using human Uniprot database (Release 2015–21,039 entries) as previously described [36, 38]. Two technical replicates were performed for each sample. Raw data from LC–MS/MS analysis can be found in Additional file 4: Table S3. To identify DOT1L-specific biotinylation, proteins detected in HEK293T control samples were subtracted from BirA* infected samples. The remaining proteins were selected only if were present in both runs of mass spectrometry. Among these common proteins, nuclear localized ones are determined via GO annotation (http://www.geneontology.org/) using cellular component analysis. UniProt protein names were converted via ID mapping tool (https://www.uniprot.org/uploadlists/). Determined proteins were sorted according to their sequence coverage and abundance using PSM (peptide spectrum matches) numbers. CRAPome analysis was performed via CRAPOME2.0 (https://reprint-apms.org/?q=chooseworkflow) [19].

### Co-immunoprecipitation assay

HEK-293T cells were plated at a density of 5 × 10^6^ cells per 15-cm dish and transfected with 10 µg DOT1L-HA and AF10 vectors using FUGENE 6 (Promega). After 48 h, cells were harvested and lysed with Pierce IP-Lysis Buffer (ThermoScientific) with cOmplete ULTRA protease inhibitor Tablets (Roche). Lysates were incubated with IgG and HA antibodies at 4 °C for 16 h on a rotating wheel at 10 rpm. Pre-washed DynaBead Protein A (Thermo Fisher) were added and incubated at 4 °C for 4 h. Beads were washed with lysis buffer for 3 times with 10 min intervals. Beads were boiled for 10 min in 4X Laemmli sample buffer (Bio-Rad). Half of the eluted proteins were loaded in gels and immunoblotted with AF10 antibody (sc27083). 1/15 of input samples were immunoblotted with AF10 (sc27083), DOT1L (A300-953A, Bethyl Laboratories) and Actin (ab8227) antibodies.

### Tra-1-60 staining and quantification

To quantify the number of iPSC colonies, reprogramming plates were stained with Tra-1-60 antibody as previously described [2]. Briefly, cells were fixed with 4% paraformaldehyde and incubated with biotin-anti-Tra-1-60 (BioLegend, catalog no. 330604, 1:250) diluted in PBS with 3% FBS and 0.3% Triton X-100. Followed by incubation with streptavidin-HRP (Biolegend, catalog no. 405210, 1:500). Staining was developed with the DAB peroxidase substrate solution (0.05% 3,3′-diaminobenzidine [Sigma, D8001], 0.05% nickel ammonium sulfate and 0.015% H_2_O_2_ in PBS, pH 7.2) and iPSC colonies were quantified with ImageJ software (https://imagej.nih.gov/ij/).

### T7-endonuclease assay

gRNA infected cells were harvested, and genomic DNAs were isolated using MN Nucleospin Tissue kit. gRNA targeting sites were amplified with specific primers (Additional file 3: Table S2) PCR clean-up was performed (MN, PCR clean up and gel extraction kit). 400 ng from cleaned PCR products were mixed with NEB 2 buffer and incubated according to heteroduplex formation protocol (5 min at 95 °C and ramp down to 85 °C at − 2 °C/s and ramp down to 25 °C at − 0.1 °C/s). After heteroduplex formation, samples were treated with T7 endonuclease (NEB) for 1–2 h at 37 °C. Digested samples were analyzed on 2% agarose gels and visualized via Gel Doc XR System (Bio-Rad).

### Teratoma formation assay

All experiments were carried out under a protocol approved by Koç University Animal Experiments Ethics Committee. Injections were performed as previously described [39]. Briefly, iPSCs from 80% confluent 10 cm dish were collected using ReLeSR (Stemcell Technologies) and resuspended in 100 μl ice-cold 1:1 mixture of Matrigel (Corning) and hES growth medium. Intramuscular injections were performed in SCID mice. Teratomas were collected 8–10 weeks after injection and analyzed histologically via hematoxylin and eosin staining.

### Immunofluorescence staining

Immunostainings were performed as previously described [6]. Briefly, iPSCs from single-cell clones were fixed with 4% paraformaldehyde in PBS and incubated overnight at 4 °C with primary antibody: OCT4, (Abcam, ab19857), SSEA4 (BD, 560219), NANOG (Abcam, ab21624). Nuclei were stained with DAPI (Vectashield, H-1500). Images were acquired using a Nikon 90i confocal microscope.

### Cell viability assay

AF10 plasmids transduced with dH1f cells and selected with Hygromycin. After 10 days, cells were seeded in black 96-well plates as 5000 cells/well in triplicates. Cell viability was detected with Cell Titer Glo assay (Promega) according to manufacturer’s instructions.

## Supplementary Information

**Additional file 1: Figure S1.** Identification of proximal interactors of DOT1L via BioID and their effect on reprogramming. (a) Replicate immunoblot of Fig. 1b. (b) CRAPome analysis of WT-DOT1L proximal proteins identified via BioID assay. Y-axis shows the PSM values from MS data. (c) mRNA levels of shRNA targeted genes were assessed via qRT-PCR. β-actin was used as an internal control and gene expression levels are normalized to control shFF (firefly luciferase targeting shRNA) expressing cells. (d) mRNA levels of shAF9 targeted genes were assessed via qRT-PCR. β-actin was used as an internal control and gene expression levels are normalized to control shFF (firefly luciferase targeting shRNA) expressing cells. (e) Fold change in the number of Tra-1-60 positive colonies upon shAF9 expression. *P* values were determined by one sample t-test; * *P* < 0.05. Bar graphs show the mean and error bars represent SEM in three independent biological replicates. Representative Tra-1-60 stained wells are shown below the graph. *P* values were 0.01 for shAF9-1 and 0.1 for shAF9-2. (f) Immunoblot for H3K79me2 in shRNA-targeted fibroblasts. Total H3 levels were used as loading control. **Figure S2**. Validation of AF10 inhibition in somatic cells and iPSCs. (a) T7-endonuclease assay for sgAF10 target sites (top). Expected DNA fragments are indicated with white arrow heads. (b) AF10 mRNA levels in control and sgAF10 expressing cells as determined by qRT-PCR. β-actin was used as an internal control and expression level is normalized to sgControl expressing cells. qRT-PCR primer binding sites are depicted on the top panel. (c) Replicate immunoblot of Fig. 2b. (d) AF10 mRNA levels in individual iPSC clones derived from control and AF10 sgRNA expressing fibroblasts as determined by qRT-PCR. β-actin was used as an internal control and expression level is normalized to sgControl-1 iPSCs. (e) Replicate immunoblot of Fig. 3d. (f) Confocal images of HEK-293T transfected with GFP-AF10-WT, GFP-AF10-L107A and GFP-AF10-OM-LZ∆ expressing plasmids. Scale bar represents 10 μm. DAPI shows nuclear staining. **Figure S3**: AF10 expression maintains somatic cell identity similar to DOT1L. (a) Number of differentially expressed genes for sgAF10-1 RNA sequencing and iDOT1L samples. (b) Fold change differences of selected genes that are regulated with DOT1L in RNA sequencing samples of sgAF10-1 and iDOT1L. (c) Replicate immunoblot of Fig. 4g.

**Additional file 2: Table S1**. List of proximal interactors of DOT1L-WT and DOTL1-MUT and CRAPome analysis.

**Additional file 3 Table S2**. List of oligonucleotides for cloning and PCR.

**Additional file 4 Table S3**. Raw data of mass spectrometry analysis of BioID.

## Data Availability

RNA-sequencing data are deposited to the NCBI GEO database with the accession number GSE161043.

# Supplementary material for: AF10 (MLLT10) prevents somatic cell reprogramming through regulation of DOT1L-mediated H3K79 methylation
**Source:** Epigenetics Chromatin. 2021 Jul 2;14:32. doi: 10.1186/s13072-021-00406-7
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Identification of proximal interactors of DOT1L via BioID and their effect on reprogramming. (a) Replicate immunoblot of Fig. 1b. (b) CRAPome analysis of WT-DOT1L proximal proteins identified via BioID assay. Y-axis shows the PSM values from MS data. (c) mRNA levels of shRNA targeted genes were assessed via qRT-PCR. β-actin was used as an internal control and gene expression levels are normalized to control shFF (firefly luciferase targeting shRNA) expressing cells. (d) mRNA levels of shAF9 targeted genes were assessed via qRT-PCR. β-actin was used as an internal control and gene expression levels are normalized to control shFF (firefly luciferase targeting shRNA) expressing cells. (e) Fold change in the number of Tra-1-60 positive colonies upon shAF9 expression. P values were determined by one sample t-test; * P < 0.05. Bar graphs show the mean and error bars represent SEM in three independent biological replicates. Representative Tra-1-60 stained wells are shown below the graph. P values were 0.01 for shAF9-1 and 0.1 for shAF9-2. (f) Immunoblot for H3K79me2 in shRNA-targeted fibroblasts. Total H3 levels were used as loading control. Figure S2. Validation of AF10 inhibition in somatic cells and iPSCs. (a) T7-endonuclease assay for sgAF10 target sites (top). Expected DNA fragments are indicated with white arrow heads. (b) AF10 mRNA levels in control and sgAF10 expressing cells as determined by qRT-PCR. β-actin was used as an internal control and expression level is normalized to sgControl expressing cells. qRT-PCR primer binding sites are depicted on the top panel. (c) Replicate immunoblot of Fig. 2b. (d) AF10 mRNA levels in individual iPSC clones derived from control and AF10 sgRNA expressing fibroblasts as determined by qRT-PCR. β-actin was used as an internal control and expression level is normalized to sgControl-1 iPSCs. (e) Replicate immunoblot of Fig. 3d. (f) Confocal images of HEK-293T transfected with GFP-AF10-WT, GFP-AF10-L107

## Slide 1
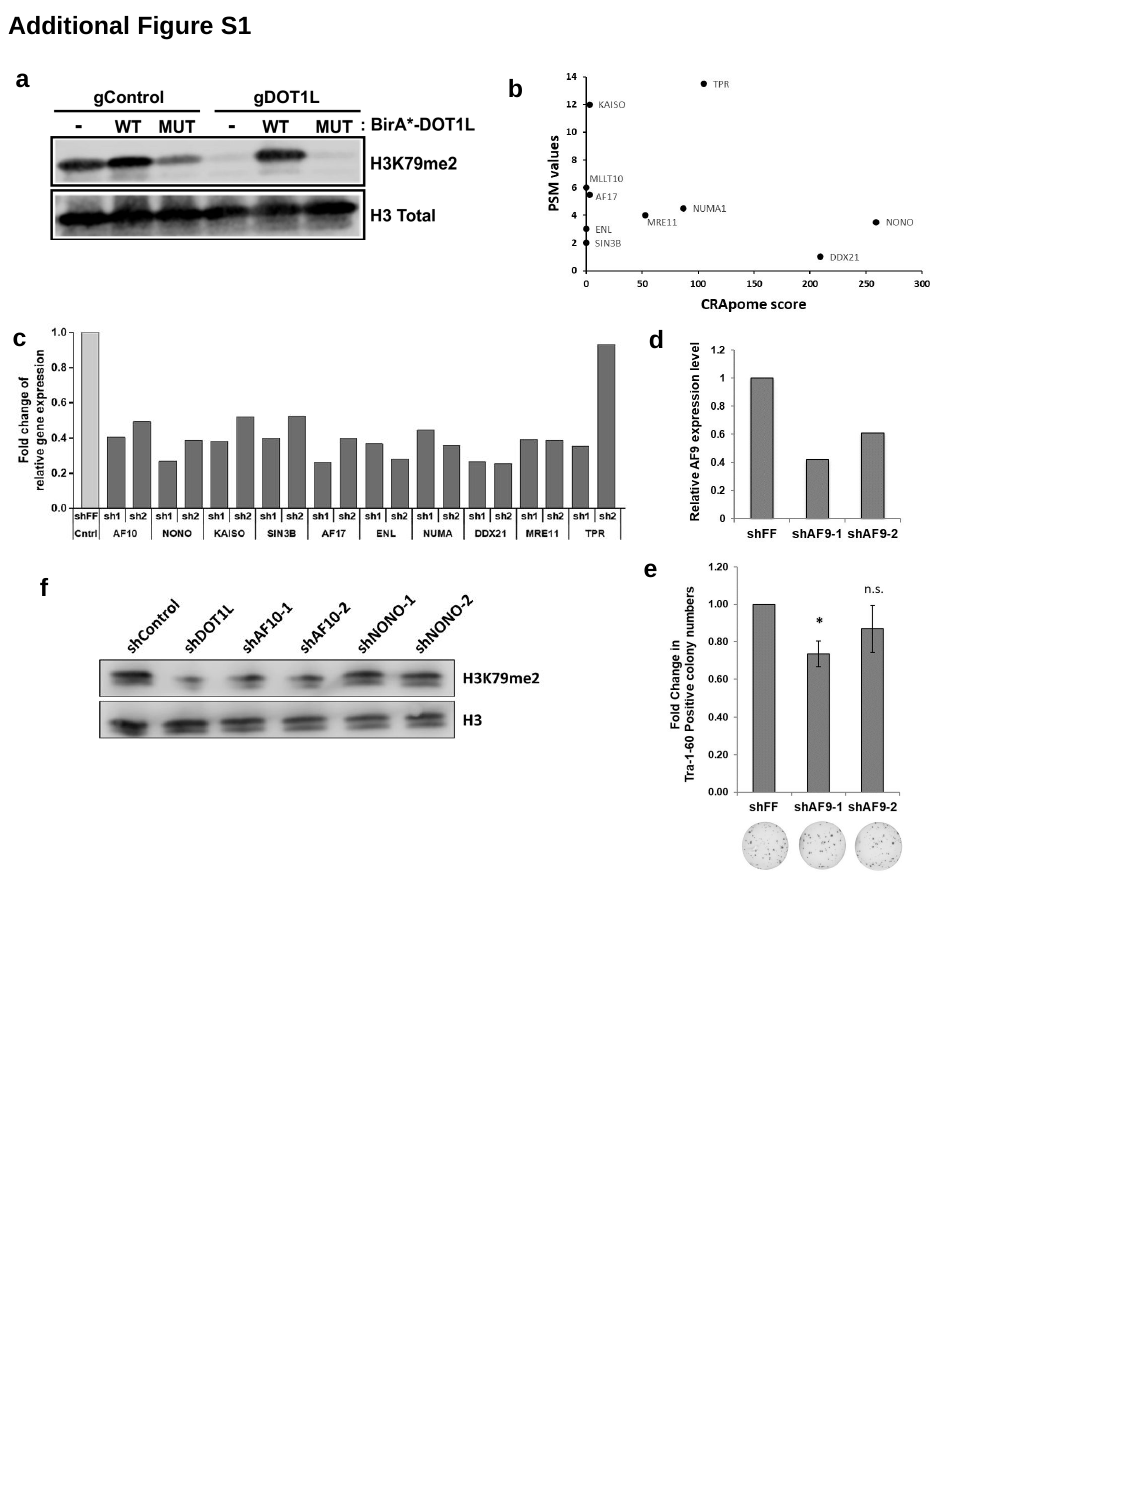

Additional Figure S1
a
b
c
d
e
f

## Slide 2
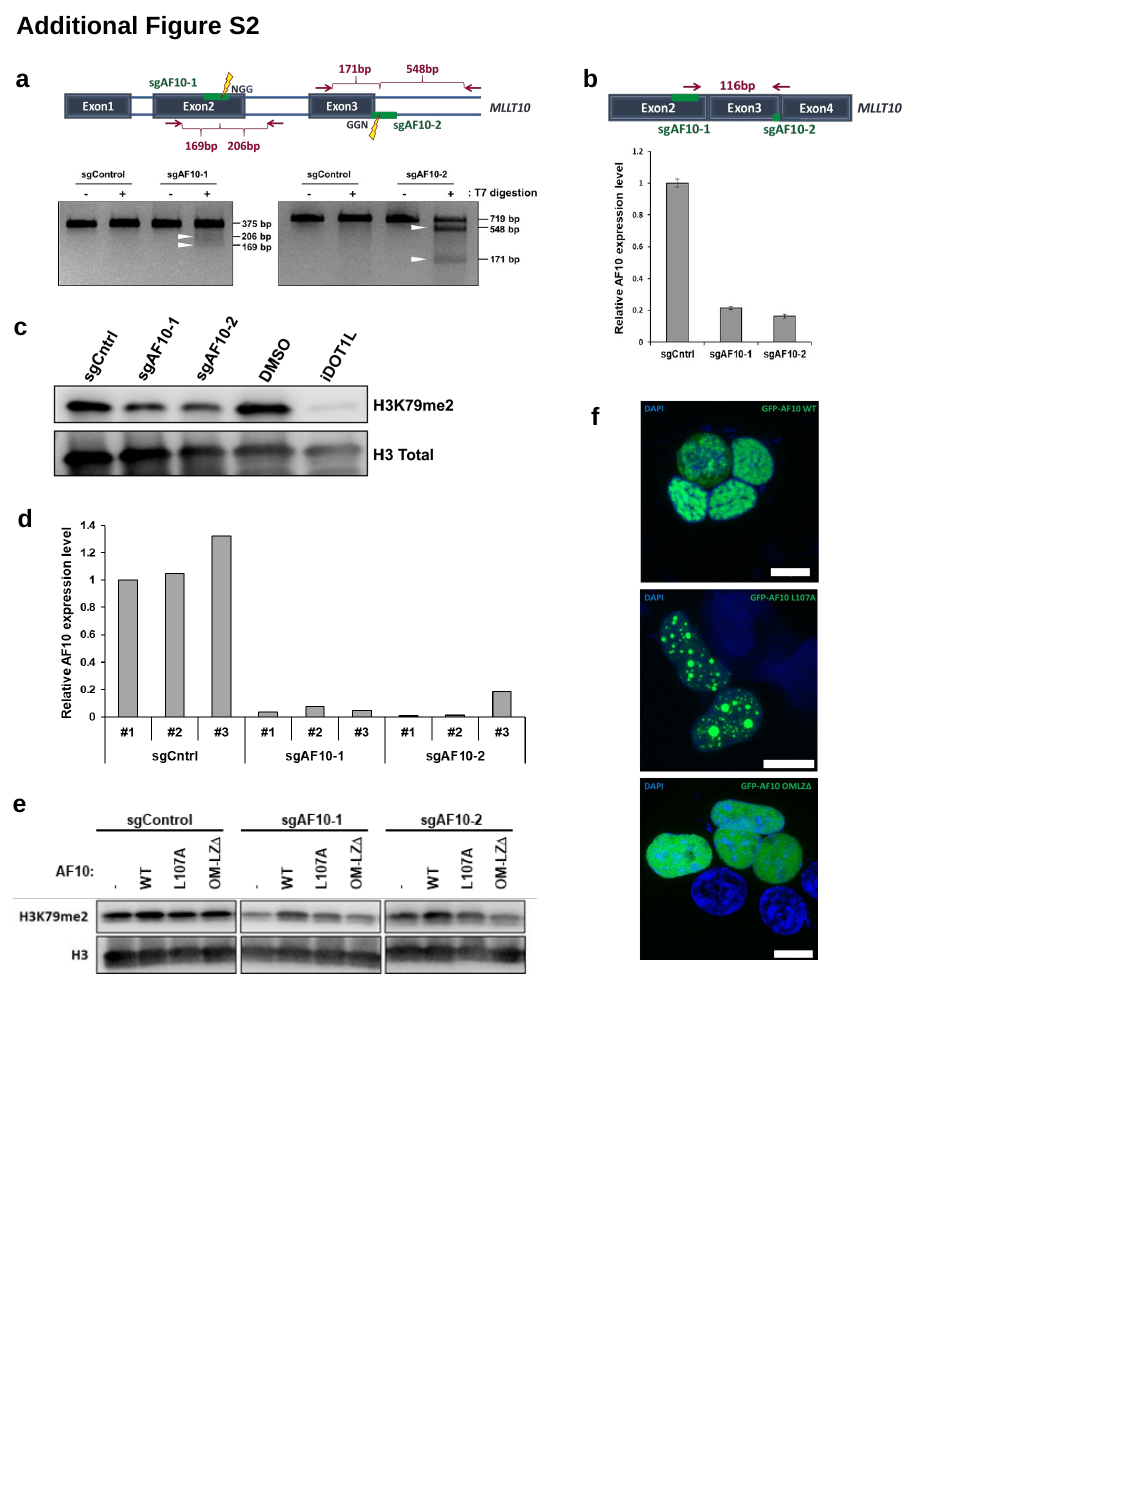

Additional Figure S2
b
a
c
f
d
e

## Slide 3
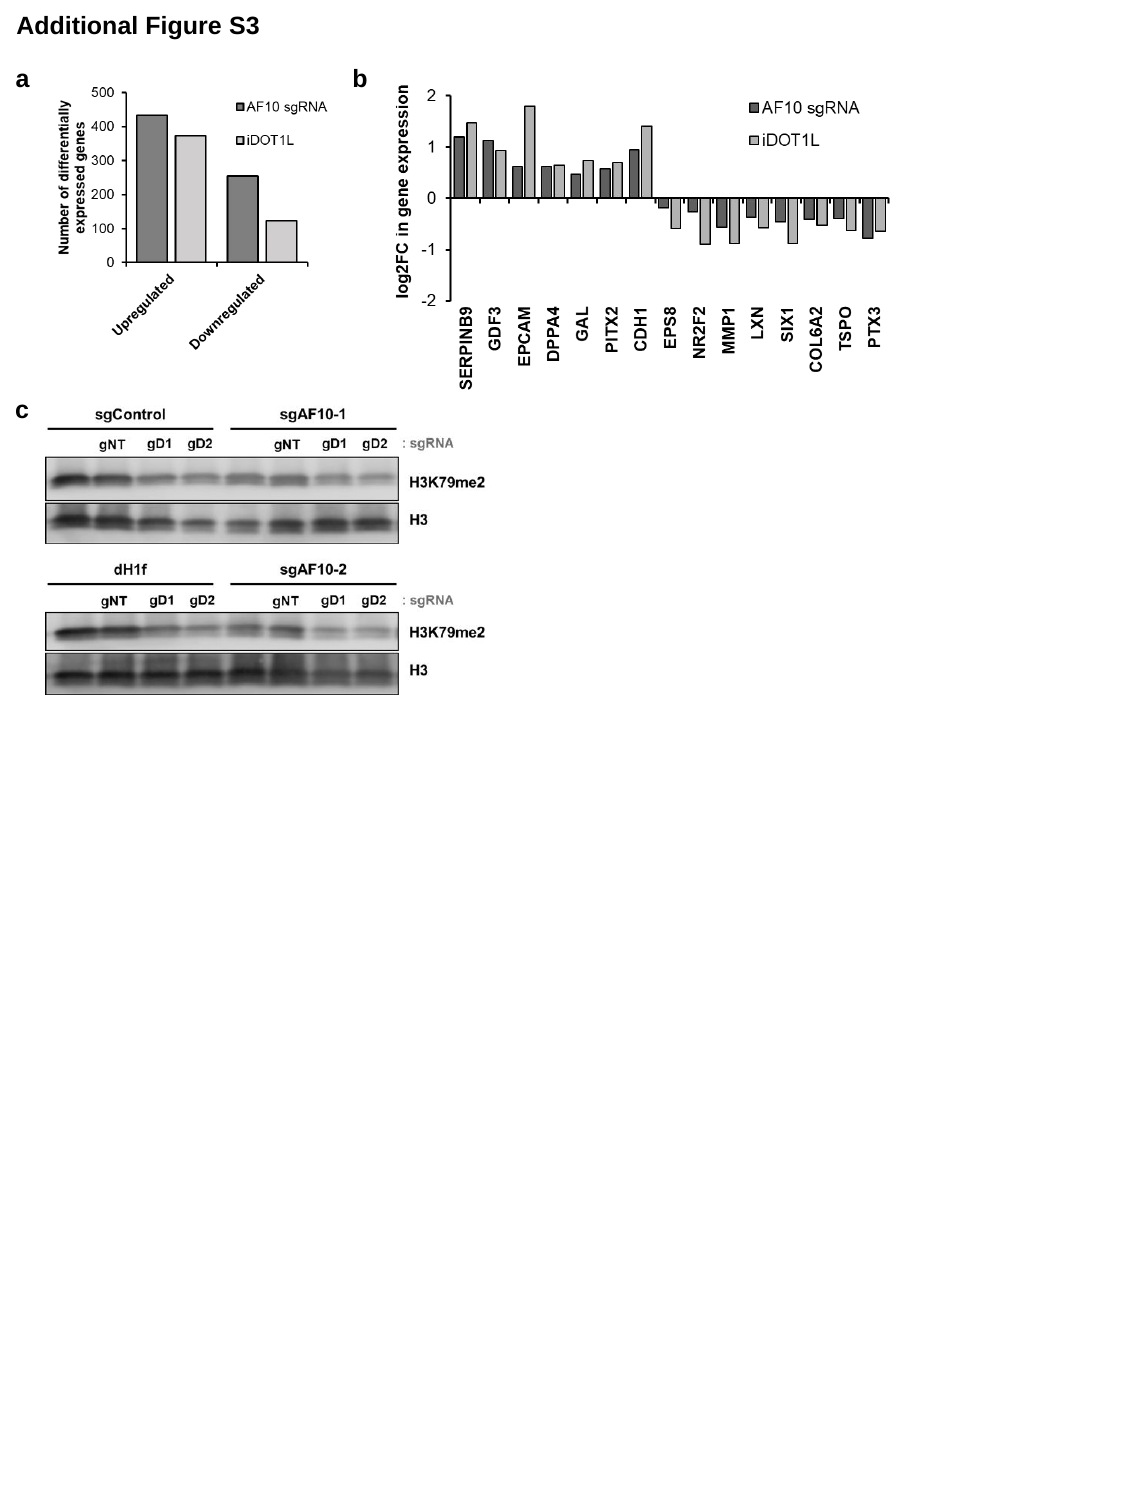

Additional Figure S3
b
a
c

How the deposited data were processed for this re-analysis (not part of the article)

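The data were RNA-sequencing counts of 6 libraries from dH1f fibroblasts on day 6 after OSKM expression, 3 with sgControl and 3 with sgAF10-1. According to the paper and the submitters' processing notes, the authors checked reads with FastQC 0.11.5 and mapped them to hg19 with HISAT2 2.1.0, and they deposited raw counts per gene without normalization. The counting program, its annotation and its strand setting are not given in the sources used here. The labels and the paper differ in the RNA isolation and library kit: the labels name Trizol and NEBNext Ultra, and the paper names Direct-zol and the Directional kit with poly(A) selection. The labels give sgAF10 without a guide number and the paper gives sgAF10-1.

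Each file listed 63677 Ensembl gene IDs, of which 55665 were found in the GENCODE release 44 annotation mapped to GRCh37. IDs not found held 0.63% of counts on average. The 37 mitochondrial gene IDs held 0 counts in all libraries, so no mitochondrial share could be computed. Total counts ran from 9945474 to 14555393, with a median of 12768541 in sgControl and 10948261 in sgAF10-1 libraries. At this depth genes near 1 CPM rest on about 10 counts per library.

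The main test was edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr with a minimum count of 10 and a minimum total count of 15, and the quasi-likelihood F test of sgAF10-1 against sgControl without other covariates, with Benjamini-Hochberg adjustment over 15519 genes. Calls used the study's thresholds, an adjusted p under 0.05 and an absolute log2 fold change above 0.5, and counts of gene list members used the adjusted p alone. Values in CPM are counts per 1e6 of the TMM-normalized library size, and log2 CPM used a prior count of 2. Before the data were examined, 21 gene lists were fixed from textbook knowledge and the paper, and 18 were tested as sets with camera (limma 3.58.1, preset correlation 0.01), adjusted over the 18. The 2 lists of DOT1L-regulated genes and the transduced factors got counts of members only. The lists cover pluripotency, fibroblast, mesenchymal transcription factors, epithelial, TGF-beta targets, interferon response, inflammatory secretion, p53 targets, proliferation, HOX and MEIS1, the DOT1L complex and elongation, BioID proximal proteins, glycolysis, cholesterol synthesis, neural, muscle, endothelial and blood, and endoderm and trophectoderm genes.

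Genes were named by a rule fixed at the same time: every gene the study names in its RNA measurements, the 12 protein-coding genes with the largest rise and the 12 with the largest fall among called genes with a mean of at least 1 CPM and no overlap between the groups, and up to 4 members of each list with the largest changes. Other genes named beside a list were chosen after their values were seen, and some members that this rule picks are not named because their calls were lost without single libraries. XIST and Y-linked genes were left out, and the values of some other genes are not reported here.

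Alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, no low-count filter, a stricter filter, a replicate block, leaving out each library, an estimated correlation, fry, and preranked GSEA with fgsea 1.28.0. DESeq2 with shrunken fold changes was added after the data were seen. The fit was tested on simulated counts of this comparison with 200 changed genes over 15328 genes. Of genes changed by 0.5, 1 and 2 on the log2 scale, 56.7%, 80.6% and 98.5% were recovered. Over all 200 changed genes 78.5% were recovered, with 17 false calls among unchanged genes. Guide and primer sequences were matched exactly to the reference on both strands.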

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

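All tests of this part were chosen after the result was seen. In sgAF10-1 libraries 6 genes of lists that the paper does not discuss were called by edgeR with a log2 fold change above 1.5. SOX17 had a log2 fold change of 3.65, CDH5 of 3.00 (2.41 without sgControl replicate 1), CD34 of 2.90, KDR of 2.43, NES of 1.96 and ACTC1 of 1.71. CDH5 is the endothelial cadherin, NES an intermediate filament of neural progenitors and ACTC1 cardiac actin.

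SOX17, KDR, CD34 and CDH5, which endothelial cells express, rose together. For their summed CPM, no single library carried the change. The genes were picked for called log2 fold changes above 1.5, which made this outcome likely. Without any 1 library the sum of the 4 genes was still at least 6.68 times higher in sgAF10-1 libraries. This sum is mostly CD34 and KDR, at 34.4 and 23.4 CPM in sgAF10-1 libraries. It says little about SOX17 and CDH5, at 3.20 and 1.59 CPM. Admixed endothelial cells remain open. The median log2 fold change of 7 other tested endothelial markers, picked from the list after values were seen, was 0.55 (SD 0.44, from -0.46 for EMCN to 0.78), which lies between the bounds set for and against admixture, 1 and 0.5. VWF had a log2 fold change of 0.22 (adjusted p = 0.64 from edgeR), and TEK, at 201 CPM in sgAF10-1 libraries, was also high in sgControl libraries at 137. An effect of sgAF10-1 on these genes in the reprogramming cells stays open as well and was not tested.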

How the results depend on the processing

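Shrunken fold changes, the counts of list members under the alternatives and the counts over other splits of the libraries were chosen after the results were seen. Counts of higher and lower genes were 645 and 405, and stayed within 1.5 times these under the other planned fits, from 488 and 318 in DESeq2 to 739 and 532 without a low-count filter. Leaving out single libraries gave 526 to 621 higher and 313 to 423 lower genes. Without a fold change threshold the counts were 1006 and 915, by the construction of that alternative. DESeq2 with shrunken fold changes, chosen after seeing the data, gave 434 and 264. The replicate block gave 692 and 447. Deviations of same-numbered libraries correlated at 0.07, 0.002 and 0.145, and 2 of the 3 sgControl libraries correlated best with their own number, so the numbers are not shown to pair the libraries, and the block changed no call of a named gene or of a list as a set. It did change how many list members were called: lower interferon response genes went from 6 to 15, lower TGF-beta targets from 5 to 7, and other counts moved by at most 1. The between-group over within-group distance was 1.50 with rlog, 1.55 over the 500 most variable genes, 1.91 with 1 minus Spearman rho and 1.096 without a low-count filter, and ran from 1.285 to 1.357 without single libraries, lowest without sgAF10-1 replicate 2; the cause was not tested. GAL and TSPO lost their calls in DESeq2 (log2 fold changes 0.63 and -0.50) and with shrunken fold changes (0.46 and -0.40). Over libraries left out in turn, log2 fold changes ran from 0.535 to 0.745 for GAL, from -0.322 to -0.204 for NR2F2 and from -0.434 to -0.344 for LXN, and each lost its call in at least 1 of these fits. DOT1L, not called in any of these fits, changed sign to 0.07, 0.027 and 0.024 without sgControl replicate 1, sgAF10-1 replicate 2 and sgAF10-1 replicate 3, in a range from -0.172 to 0.07. Of 95 named genes 8 to 17 lost their calls without single libraries, and in DESeq2 12 of 94 did.

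Without a low-count filter, 21 of 41 interferon response genes were lower against 6 of 38 with it, 8 TGF-beta targets against 5, and 1 of 22 genes of the DOT1L complex and elongation against 0 of 21; 2 glycolysis genes were higher against 1, 4 of 22 neural genes against 2 of 8, and 1 of 18 muscle genes was lower against 0 of 9. In DESeq2, 3 HOX and MEIS1 genes were lower against 5, 1 proliferation gene was higher against 2, and 0 neural genes were lower against 1.

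With an estimated correlation, calls were lost for the fibroblast list (adjusted p = 0.345), interferon response list (0.615), proliferation list (0.459), cholesterol synthesis list (0.291), neural list (0.133), muscle list (0.291) and endoderm and trophectoderm list (0.106). With fry, interferon response (0.435) and proliferation (0.0564) were lost, and with preranked GSEA cholesterol synthesis (0.0951) and muscle (0.122). The HOX and MEIS1 list passed without a low-count filter (0.0447). Leaving out single libraries, the adjusted p ran from 0.015 to 0.124 for proliferation, 0.0104 to 0.0739 for cholesterol synthesis, 0.0122 to 0.17 for muscle, 1.11e-08 to 0.805 for interferon response, 0.0345 to 0.346 for HOX and MEIS1, 0.737 to 0.964 for the TGF-beta targets list, 0.554 to 0.972 for the p53 targets list, 0.246 to 0.964 for the glycolysis list and 0.529 to 0.911 for the DOT1L complex and elongation list, the last 4 being uncalled lists whose direction turned in some of these fits. The interferon call was lost without sgControl replicate 2 (adjusted p = 0.805). The pluripotency, epithelial, endothelial and blood, and inflammatory secretion lists passed under each alternative run for lists.

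The 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05. In 1 split, the real one, the number of calls was as large: 1050 genes against 0 for the highest other split, 21 pluripotency members against 0, and 29 fibroblast members against 0. Genes near 1 CPM, NANOG and CDH5 among them, rest on few counts per library.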

Differences from the paper's values

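The paper's values below were read by eye from its figures. The number of lower genes was 405, where the paper's is about 250 (Fig. S3a); among the alternatives set before the data were examined it was within 1.5 times in DESeq2 and without sgControl replicate 1, sgAF10-1 replicate 2 or sgAF10-1 replicate 3, and not in the others. The number of higher genes was 645, within 1.5 times the paper's about 430 (Fig. S3a); among the alternatives set before it was over 1.5 times in limma-voom, with upper-quartile factors, without a low-count filter, with the stricter filter and with the replicate block, and not in the others.

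Of 13 genes of Fig. S3b compared here, 5 had log2 fold changes that differed from the paper's by more than the standard error of the fold change. SERPINB9 had 1.34 and the paper about 1.2, within the error without sgControl replicate 1, sgControl replicate 3 or sgAF10-1 replicate 1 and not in the other alternatives set before. GDF3 had 1.65 and the paper about 1.1, and EPCAM 0.93 and the paper about 0.61, differing in each alternative set before. For DPPA4 the value was 0.79 and the paper's about 0.61, within the error without sgControl replicate 3 or sgAF10-1 replicate 1 and not in the others. For CDH1 it was 1.14 and the paper's about 0.94, within the error without sgControl replicate 3 and not in the others. In DESeq2 with shrunken fold changes, a setting chosen after seeing the values, 0 of the 13 differed and the largest difference was 0.03, the numbers of higher and lower genes were 434 and 264, and 2 of these genes called by edgeR, GAL and TSPO, were not called.

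The ratio of MLLT10 mRNA in sgAF10-1 to sgControl libraries was 0.925, where the paper's qRT-PCR ratio is about 0.21 (Fig. S2b). The paper's value comes from other material, fibroblasts measured by qRT-PCR, and the values differed in each alternative set before the data were examined.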

Other observations

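The tests on MLLT10 and on a silent region, and the counts of list members without single libraries, were chosen after the result was seen. Genes of inflammatory secretion were lower in sgAF10-1 libraries: of 25 measured, 13 were lower, 3 were higher and 9 did not pass (16 lower and 4 higher when adjusted over the list alone; camera, adjusted p = 1.88e-06, and adjusted p = 0.0419 with an estimated correlation). EREG, an EGF receptor ligand, had a log2 fold change of -0.89 and CXCL2, a neutrophil chemokine, of -0.83. IL1A was higher at 1.29, a call that was lost without sgControl replicate 2 (adjusted p = 0.0529) and without sgAF10-1 replicate 3 (adjusted p = 0.0577). Of 38 interferon response genes 6 were lower and none was higher (camera, adjusted p = 0.000445, and adjusted p = 0.615 with an estimated correlation); without sgControl replicate 2 the adjusted p was 0.805, with 2 lower and 2 higher. The lower count was 21 of 41 without a low-count filter and 15 with the replicate block. It was 10 without sgControl replicate 3, 3 without sgAF10-1 replicate 1 and 2 without sgAF10-1 replicate 3. The members IFI35, IRF7 and OASL were highest in replicate 2 of both groups, while ISG20 was highest in sgControl replicate 1. Leaving out sgControl replicate 2 alone keeps sgAF10-1 replicate 2, so that fit cannot tell whether a single library carries the call. Of 34 TGF-beta targets 7 were higher and 5 were lower, among them CNN1 at 1.14 and ID2 at -0.92 (adjusted p = 0.87; the median was -0.065 and the mean 0.018); without a low-count filter 7 were higher and 8 were lower, and in DESeq2 7 and 7. ACTA2 rose by 1.05 on the log2 scale and FAS, a p53 target, fell by 0.81, but they overlap on opposite strands of chromosome 10 and the strand setting is not known. Of 28 HOX and MEIS1 genes 5 were lower and HOXD13 was higher at 1.02 (adjusted p = 0.119, and adjusted p = 0.0345 without sgControl replicate 3). The lower count was 1 without sgControl replicate 1, 2 without sgControl replicate 2 and 3 without sgAF10-1 replicate 1, 2 or 3.

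Of 46 proliferation genes 2 were higher, MYBL2 among them at 0.44 (adjusted p = 0.0339, and adjusted p = 0.459 with an estimated correlation). The call of the proliferation list was lost without sgControl replicate 1 (adjusted p = 0.0993) and without sgAF10-1 replicate 3 (adjusted p = 0.124), and 1 member was higher without sgControl replicate 1, sgControl replicate 3, sgAF10-1 replicate 1 or sgAF10-1 replicate 3. Of 29 p53 targets BTG2 was higher at 1.49 and 2 were lower (adjusted p = 0.778), with 1 lower without sgControl replicate 1, sgAF10-1 replicate 2 or sgAF10-1 replicate 3 and 2 higher without sgControl replicate 3. Of 25 cholesterol synthesis genes 3 were higher and 1 was lower (adjusted p = 0.0321, and adjusted p = 0.291 with an estimated correlation), and the call of the cholesterol synthesis list was lost without sgControl replicate 1 (adjusted p = 0.0586) and without sgControl replicate 2 (adjusted p = 0.0739). Of 23 glycolysis genes 1 was higher (adjusted p = 0.699), with none higher without sgControl replicate 1 or 2 and 2 higher without sgAF10-1 replicate 2. Of 8 tested neural genes, out of 23 listed, 2 were higher and 1 was lower (adjusted p = 2.9e-05, and adjusted p = 0.133 with an estimated correlation), with none lower without sgControl replicate 2 or 3 or sgAF10-1 replicate 2 or 3. Of 9 tested muscle genes, out of 21 listed, 4 were higher and none was lower, or 1 without sgControl replicate 3 (adjusted p = 0.0339, and adjusted p = 0.291 with an estimated correlation). The call of the muscle list was lost without sgControl replicate 1 (adjusted p = 0.07), sgControl replicate 3 (adjusted p = 0.17) and sgAF10-1 replicate 2 (adjusted p = 0.112), and 2 members were higher without sgControl replicate 1, sgAF10-1 replicate 2 or sgAF10-1 replicate 3. None of 21 genes of the DOT1L complex and elongation (adjusted p = 0.87) or of 8 BioID proximal proteins (adjusted p = 0.699) was called by the main edgeR test or, at the same threshold, in DESeq2 and limma-voom, and 4 and 1 of them had an unadjusted p under 0.05 in edgeR; without sgAF10-1 replicate 1, and in edgeR without a low-count filter, 1 gene of the DOT1L complex and elongation was lower.

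MLLT10 was not called lower in sgAF10-1 libraries, where the paper reports lower AF10 mRNA by qRT-PCR in fibroblasts (Fig. S2b). Counting noise is argued against, since the lower bound of the 95% confidence interval, -0.344, lies above -1. A single wrong label or a swap of single libraries is argued against as well, since 0 libraries lay nearer to the other group than to their own. An exchange of all labels would not show in this test; EPCAM is higher and COL6A2 and NR2F2 are lower in AF10 knock-out fibroblasts in the paper's qRT-PCR (Fig. 4d), as in the libraries labelled sgAF10-1, which does not settle it. The AF10 forward primer of the qRT-PCR has 5 bases past the cut position and 13 before it, so edited mRNA may be counted by sequencing and missed by the primer, a hypothesis written after the sequence was read and not tested on edited reads. The paper also reports cleavage at the target sites in a T7 endonuclease assay (Fig. S2a) and lower H3K79 methylation with both guides (Fig. 2b). Neither rests on the amount of mRNA.

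POU5F1 and the genes around it held few counts: from 28538312 to 33386094 on chromosome 6 of hg19, 79.9% of protein-coding genes held 0 counts, RPS18 and TUBB among them, against 9.5% elsewhere on the chromosome. A silent region is argued against, since ribosomal protein genes outside it had a median of 637 CPM. Reads shared with the alternative haplotype copies of hg19 and left uncounted remain open: 6 genes of the other 2 regions with such copies had a median of 0.55 CPM, between the bounds set for and against. They ran from 0 CPM for CRHR1 and 0.058 CPM for YTHDC1 to 8.62 CPM for KANSL1. How strongly each gene is transcribed in these cells is not known, so their median cannot decide.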
